# Reinforcement of repressive marks in the chicken primordial germ cell epigenetic signature: divergence from basal state resetting in mammals

**DOI:** 10.1186/s13072-024-00537-7

**Published:** 2024-04-26

**Authors:** Clémence Kress, Luc Jouneau, Bertrand Pain

**Keywords:** Primordial germ cell, Epigenetic reprogramming, H3K9me3, 5mC, 5hmC, macroH2A, Chicken

## Abstract

**Background:**

In mammals, primordial germ cells (PGCs), the embryonic precursors of the germline, arise from embryonic or extra-embryonic cells upon induction by the surrounding tissues during gastrulation, according to mechanisms which are elucidated in mice but remain controversial in primates. They undergo genome-wide epigenetic reprogramming, consisting of extensive DNA demethylation and histone post-translational modification (PTM) changes, toward a basal, euchromatinized state. In contrast, chicken PGCs are specified by preformation before gastrulation based on maternally-inherited factors. They can be isolated from the bloodstream during their migration to the genital ridges. Our prior research highlighted differences in the global epigenetic profile of cultured chicken PGCs compared with chicken somatic cells and mammalian PGCs. This study investigates the acquisition and evolution of this profile during development.

**Results:**

Quantitative analysis of global DNA methylation and histone PTMs, including their distribution, during key stages of chicken early development revealed divergent PGC epigenetic changes compared with mammals. Unlike mammalian PGCs, chicken PGCs do not undergo genome-wide DNA demethylation or exhibit a decrease in histone H3 lysine 9 dimethylation. However, chicken PGCs show 5‑hydroxymethylcytosine loss, macroH2A redistribution, and chromatin decompaction, mirroring mammalian processes. Chicken PGCs initiate their epigenetic signature during migration, progressively accumulating high global levels of H3K9me3, with preferential enrichment in inactive genome regions. Despite apparent global chromatin decompaction, abundant heterochromatin marks, including repressive histone PTMs, HP1 variants, and DNA methylation, persists in chicken PGCs, contrasting with mammalian PGCs.

**Conclusions:**

Chicken PGCs’ epigenetic signature does not align with the basal chromatin state observed in mammals, suggesting a departure from extensive epigenetic reprogramming. Despite disparities in early PGC development, the persistence of several epigenetic features shared with mammals implies their involvement in chromatin-regulated germ cell properties, with the distinctive elevation of chicken-specific H3K9me3 potentially participating in these processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-024-00537-7.

## Background

Primordial germ cells (PGCs) are the embryonic precursors to the germ line. In mammals, their development involves extensive epigenetic changes affecting DNA methylation at the fifth position of cytosines (5mC) in CpG and post-translational modifications (PTMs) of histone proteins (reviewed in [1, 2]). This process represents an epigenome reprogramming, erasing inherited epigenetic information from gametes and preimplantation development before establishing new marks, such as parental imprints, for the next generation. In mice, PGCs are specified around embryonic day 6.25 (E6.25) from a subset of posterior proximal epiblast cells influenced by extra-embryonic ectoderm and endoderm signaling. Migration commences around E8, culminating in the arrival of PGCs at the genital ridges around E10.5. From E12.5 onward, sex-specific development occurs in the gonads, transforming PGCs into germline stem cells. The initial stages of epigenetic reprogramming occur during migration, characterized by a distinctive chromatin signature due to the genome-wide loss of dimethylation of histone H3 lysine 9 (H3K9me2) and an increase in trimethylation of histone H3 lysine 27 (H3K27me3) [3, 4]. Additionally, a global erasure of DNA methylation, including marks at imprinted loci, is initiated early [5] and continues until the 5mC level reaches its nadir in the gonads at about E13.5 [6, 7]. Changes in nuclear organization can be observed, particularly at chromocenters, the DAPI-dense foci where pericentric constitutive heterochromatin (PCH) forms clusters [4, 8, 9]. Indeed, higher-order genome organization, including chromosomal contact profiles and topologically associating domains, undergoes a maturation toward a globally euchromatinized state [10].

By E13.5, mouse PGCs attain a basal epigenetic state, probably crucial for mark resetting and conferring robust developmental capacity to the cells [11]. Global neutral chromatin states are also evident during the early stages of mammalian development, contributing to the plasticity of pluripotent stem cells (PSCs) with the capacity to initiate all lineages of the mature organism. Notably, embryonic stem cells (ESCs), derived from the mouse preimplantation embryo’s inner cell mass, exhibit a genome nearly devoid of repressive epigenetic marks and display a decondensed chromatin organization [12]. PGC specification and development involve a program activating or reactivating the expression of key pluripotency-associated genes, such as *OCT4*/*POU5F1*, *SOX2*, and *NANOG* [13]. Furthermore, PGCs can be converted in vitro to embryonic germ cells which share developmental properties with ESCs ([14] and the references therein). Conversely, PGCs can be reconstituted in vitro from PSCs [15, 16]. In mice, the resulting PGC-like cells erase genomic methylation during expansion and acquire a histone PTM profile similar to gonadal PGCs, allowing their use as a model for analyzing the involved epigenetic mechanisms [17].

Germ cell epigenome reprogramming appears conserved in mammals, as evidenced by postspecification epigenetic changes akin to those in mouse PGCs occurring in human [18–21], pig [22], and rabbit [23] PGCs, despite variations in specification mechanisms and gene expression programs. Nonmammalian vertebrates, such as *Xenopus*, zebrafish, and chickens, have been studied regarding PGC epigenetic marks, with a focus on DNA methylation (reviewed in [24]). Although results suggest genome-wide DNA demethylation does not occur, the presence of other major epigenetic changes remains plausible. Therefore, it is currently unclear whether germ cell epigenome reprogramming is genuinely absent in nonmammalian vertebrates, particularly in birds. Avian PGCs’ specification and gonadal migration differ from those of mammals, with the former using the preformation mode, where germ cells segregate early in embryogenesis due to localized maternally-inherited determinants before or immediately following fertilization [25]. In chickens, PGCs are initially observed in the central area of the blastoderm in the unincubated embryo (stage EG&K X) [26]. During gastrulation, they move to the anterior part of the embryo termed the germinal crescent (stage HH4; refer to “Methods” section for staging). Following vascular system formation, they migrate to the blood circulation and eventually reach the genital ridges, where most are settled at HH16 (about 55 h). Proliferation and sex-specific differentiation lead to PGCs and surrounding somatic cells forming the gonads (for a review of chicken PGC development, refer to [27]). PGCs and their developmental processes are important in avian research, primarily owing to their suitability for in vitro genetic modification and the generation of transgenic animals. Although pluripotent cells similar to mammalian ESCs have been derived from the blastoderm in chickens, their efficacy in producing germline chimeras is limited [28]. PGCs can be readily isolated from the blood and thereafter cultured, genetically modified, and cryopreserved. Upon reintroduction into a recipient embryo at the appropriate development stage, they effectively colonize the gonads, transforming into functional germline stem cells [29]. Given these properties, PGCs also play a crucial role in the conservation of avian genetic resources.

Our previous research explored global histone PTMs and DNA methylation in chicken cultured migratory PGCs (cPGCs) compared with somatic undifferentiated and differentiated cell types, revealing cPGCs’ distinctive epigenetic profile [30]. Notably, the mammalian PGC epigenetic signature, featuring low 5mC, low H3K9me2, and high H3K27me3, was absent, whereas H3K9me3 levels surpassed those in somatic cell types. Additionally, chicken cPGCs were clearly epigenetically distinct from chicken PSCs, exemplified by blastodermal cells and in vitro-derived ESCs, similar in transcriptome and epigenetic profile [31]). This observation suggested that the mammalian model of epigenomic resetting to a basal, PSC‑like state does not apply to chickens. However, the existence of this signature in vivo remained unconfirmed, leaving the question of whether chicken PGCs undergo extensive epigenome reprogramming, similar to mammals, unanswered. Thus, in the present study, we investigated the global epigenetic profile of chicken germ cells during early embryo development, aiming to better understand its characteristics and potential role by comparing it with known mammalian data.

## Methods

### Sample collection

Chicken cPGCs, ESCs, and embryonic fibroblasts were obtained as described previously [30]. Embryos were collected from fertilized eggs (JA57 strain), and their developmental stages were assessed according to EG&K [32] and HH [33] sequences. Up to stage HH23 (incubation of approximately 4 days), whole embryos were fixed. For 6‑ to 14‑day‑old embryos, left gonads were dissected together with mesonephros and fixed. All samples underwent phosphate-buffered saline (PBS) washing and fixation in 4% paraformaldehyde in PBS at room temperature (RT), followed by three further PBS washes. Fixation durations were as follows: 10 min for cultured cells, 15 min for stage ≤ HH4 embryos, and 30 min for stage ≥ HH13 embryos and gonads. Cryosections of gonads and stage ≥ HH16 embryos were prepared as described previously [30]. Sexing was achieved by PCR [34] using genomic DNA extracted from embryonic tissue with the Wizard DNA Purification Kit (Promega).

### Fluorescence immunodetection

All steps were performed at RT unless otherwise specified. Samples were permeabilized for 30 min with Sca*l*eCUBIC‑1 clearing solution [35] for tissue sections and with 0.5% Triton X‑100 in PBS for whole embryos and cultured cells, followed by three PBS washes. Saturation was conducted for 1 h using 2% bovine serum albumin in PBS (blocking solution). Samples were incubated with primary antibodies overnight at 4 °C, washed with 0.1% Tween‑20 in PBS three time for 10 min per wash, and incubated with fluorescence-coupled secondary antibodies for 1 h at RT. Antibodies were diluted in the blocking solution (references and dilutions are given below). For 5mC and 5hmC detection, acid-induced epitope unmasking was performed, following permeabilization, by incubation in 4 N HCl for 1 h at 37 °C, after which washes in 100 mM Tris‑HCl (pH 8) and PBS were performed. Germ cells were identified using labelling with rabbit antibodies against DAZL (for whole embryos, stage ≥ HH16 embryo sections, and gonad sections) or CVH (for gonad sections only). For one experiment (H3K9me3 combined to HP1 and DNA detection), as it was technically not possible to add the germ-specific antibody, germ cells were identified using their specific H3K9me3 enrichment and nuclear morphology, based on previous analyses including germ cell markers. Primary antibodies were incubated together when they were from different species. When the antibody against the epigenetic mark was produced in rabbits, germ cell marker detection preceded as follows: initial incubation with the antibody against the mark, followed by the fluorescence-coupled secondary antibody (Fab fragment), then blocking of any remaining free rabbit IgG sites through incubation with 30 µg/mL of anti-rabbit Fab fragment (Jackson ImmunoResearch, 711-007-003), and finally germ-specific labelling. Regarding 5mC and 5hmC staining of whole embryos, germ cell labelling using the anti-DAZL antibody was performed before denaturation, followed by 5 min of postfixation in paraformaldehyde to achieve optimal germ cell detection. DNA was counterstained for 30 min using 1 μM TO‑PRO‑3 (Molecular Probes) in PBS, and samples were mounted with SlowFade Diamond antifade reagent (Invitrogen). As no satisfactory DNA dye was found for the denatured tissue samples, nuclear contours were located using other fluorescent signals (epigenetic mark, RNA Pol II, or germ cell labelling).

The following primary antibodies were used at the indicated dilutions: anti-H3K9me3 (1/500, ab8898), anti-H3K4me3 (1/500, ab8580), anti-H3K4me1 (1/500, ab8895), anti-H3K27ac (1/500, ab4729), anti-macroH2A1 (1/500, ab183041), anti-DAZL (1/500, ab34139), anti-DAZL (1/500, ab215718), all rabbit (Abcam); anti-macroH2A1 (1/500, ab91528), mouse (Abcam); anti-H3K9me3 (1/1000, 39161), anti-H3K9me2 (1/500, 39753), anti-H3K9ac (1/500, 39917), anti-5hmC, (1/1000, 39769), all rabbit (Active Motif); anti-5mC (1/500, BI-MECY-0100), mouse (Eurogentec); anti-RNA Pol II (1/200, 1PB-7G5), mouse (Euromedex); anti-H3K27me3 (1/500, 07-449), rabbit (Millipore); anti-HP1beta (1/250, 1MOD-1A9) and anti-HP1gamma (1/250, 2MOD-1G6), mouse (Millipore); anti-CVH (1/1000, VN1), custom-made rabbit (Biotem); and anti-CENP‑T (1/1000), rabbit (gift from T. Fukagawa). All primary antibodies raised against mammalian chromatin proteins have been validated for the chicken corresponding proteins using Western blot on chicken cell extracts. The following secondary antibodies from Jackson ImmunoResearch were used at 1/500 dilutions: anti-rabbit IgG (111-547-003) and anti-mouse IgG (115-546-146) conjugated with Alexa Fluor 488 (1/500), anti-rabbit IgG (711-167-003) conjugated with Cy3, and anti-mouse IgG (715-605-150) conjugated with Alexa Fluor 647.

### Transmission electron microscopy

Gonads dissected from 14‑day-old embryos were fixed in 2% glutaraldehyde (Electron Microscopies Sciences) overnight at 4 °C, followed by rinsing three times at 4 °C. Subsequently, tissues were dehydrated in a graded ethanol series and transferred to propylene oxide (EMS). Impregnation was performed with Epon epoxy resin (EMS). Inclusion was achieved by polymerization at 60 °C for 72 h. Ultrathin sections (approximately 100 nm thick) were cut on a UC7 (Leica) ultramicrotome, mounted on 200 mesh copper grids, and contrasted with uranyl acetate and lead citrate (EMS). Sections were examined using a Jeol 1400JEM (Tokyo, Japan) 120 kV transmission electron microscope equipped with a Gatan Orius 1000 camera in the wide-field position, along with Digital Micrograph software (Gatan Inc.).

### Image analysis and quantification

Fluorescently labeled nuclei in single-plane images were captured using a Leica DM 6000 CS SP5 or TCS SPE confocal laser-scanning microscope equipped with a × 63/1.4 NA oil immersion objective in sequential scanning mode, with settings applied to avoid signal saturation. Fiji [36] was used for image processing. Epigenetic mark staining in tissue sections were quantified as follows. Nuclei in each image containing germ and somatic cells were initially segmented based on the DNA counterstain signal using the MorphoLibJ plugin [37], with manual correction applied if necessary. Nuclei visible in their equatorial plane were selected for quantification. Total fluorescence intensities for the epigenetic mark and DNA were measured for each nucleus section, and the epigenetic mark per amount of chromatin was calculated as the ratio of these intensities. An average of 41 germ cells (min 13) and 146 somatic cells (min 30) at each time point were used for quantification. Each nucleus’ ratio was then divided by the mean value of the ratios for somatic cells in the image, yielding the normalized intensity that allowed pooling of results from different images. For DNA methylation analysis, where DNA staining was unavailable, nuclei were segmented using the epigenetic mark or the germ cell marker antibody signal. Chromatin per unit of nuclear area was obtained from chromatin condensation quantification of matching stage and sex samples. For chromatin condensation quantification, DNA counterstain fluorescence intensity per unit area was measured for each nucleus and normalized, as described above, using the mean value for somatic cells in the image.

The radial distribution of epigenetic marks and DNA labelling in nuclei was quantified using eroded volume fraction analysis applied to nuclei sections. The 3D suite plugin [38] from Fiji was employed to divide nuclei into 25 concentric sections of equal area and measure the mean signal intensity for each section. Subsequently, section intensities were expressed as percentages of the total intensity in the nucleus.

To evaluate the enrichment for H3K9me3 or CENP‑T at macroH2A1 foci, these foci were segmented using morphological and top hat filters from the MorphoLibJ plugin of Fiji. The mean labelling intensity of the codetected protein was measured in each segmented area and expressed relative to the mean intensity in the whole nucleus. In total, about 15 nuclei, giving > 100 spots, were used for each analysis.

### RNA extraction and RNA-seq

Total RNA from cultured cells was extracted using TRIzol reagent (Life Technologies), according to the manufacturer’s instructions. Three and two biological replicates were analyzed for cPGC and ESCs, respectively. RNA libraries were generated using 1 µg of total RNA and sequenced using Illumina reagents, protocols, and instruments (NextSeq500 or HiSeq2500) by Helixio (https://www.helixio.fr/) or Eurofins Genomics (https://www.eurofinsgenomics.eu/) to obtain paired-end reads (75 or 100 bp).

### ChIP and ChIP-seq

Cells were fixed for 5 min at 37 °C with 1% formaldehyde by adding 10× crosslinking solution [11% formaldehyde, 0.1 M NaCl, and 50 mM Hepes (pH 8)] to the cell culture medium. The crosslinking reaction was stopped with a 2 min incubation after adding glycin at 0.125 M in the medium. After a PBS wash, the cells were kept at 4 °C and collected using scrapping or centrifugation in chromatin wash solution 1 [10 mM Hepes (pH 8), 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton X‑100, and protease inhibitor cocktail]. Following a 10 min wash, the cells were centrifugated, resuspended and washed in chromatin wash solution 2 [10 mM Hepes (pH 8), 2 mM EDTA, 0.5 mM EGTA, 200 mM NaCl, and 0.01% Triton] and then in chromatin wash solution 3 [25 mM Tris–HCl (pH 8), 2 mM EDTA, 150 mM NaCl, and 0.1% SDS] for 10 min at 4 °C in each solution. The lysed cells were resuspended at 10^7^ cells/mL in sonication buffer [25 mM Tris–HCl (pH 8), 2 mM EDTA, 150 mM NaCl, and 0.5% SDS] and sonicated in an ice bath using a Bioruptor (Diagenode) at full power for 15 cycles (30 s on + 30 s off). Sheared chromatin was frozen at − 80 °C after adjusting the Triton concentration to 1%. Crosslink reversion (200 mM NaCl at 65 °C overnight) followed by DNA extraction (RNase incubation, phenol–chloroform extraction, and ethanol precipitation) were performed using an aliquot of chromatin to confirm that DNA fragment size was ≤ 500 bp and to measure DNA concentration.

Immunoprecipitation was performed using an amount of chromatin corresponding to 10 µg of DNA. Chromatin was diluted in 250 µL of ChIP Buffer [25 mM Tris–HCl (pH 8), 2 mM EDTA, 150 mM NaCl, 0.5% SDS, and 1% Triton X‑100] and incubated overnight at 4 °C with 1 µg of H3K9me3 antibody (Abcam, ab8898). A chromatin sample was also incubated without antibody to estimate background binding. For antibody-bound chromatin collection, 10 µL of Protein A magnetic beads (Dynabeads, Life Technologies), preincubated with 2.5 µg of sheared salmon sperm DNA and 10 µg of bovine serum albumin in TE, were added to the sample and incubated for 2 h at 4 °C. Subsequently, the beads were washed for 5 min per wash with ChIP wash solution 1 [25 mM Tris–HCl (pH 8), 2 mM EDTA, 150 mM NaCl, 0.1% SDS, and 1% Triton X‑100], solution 2 [25 mM Tris–HCl (pH 8), 2 mM EDTA, 500 mM NaCl, 0.1% SDS, and 1% Triton X‑100], solution 3 [10 mM Tris–HCl (pH 8), 1 mM EDTA, 250 mM LiCl, 1% NP‑40, and 1% Na deoxycholate], and TE. Chromatin was released from the beads through incubation in 300 µL of denaturation solution [10 mM Tris–HCl (pH 8), 1% SDS, and 200 µg/mL proteinase K], for 2 h at 37 °C. DNA was then purified using phenol–chloroform extraction and ethanol precipitation and resuspended in 100 µL of TE. A 2 µL sample was used to assess the efficiency of immunoprecipitation through quantitative PCR using the StepOnePlus Real-Time PCR System and Fast SYBR® Green Master Mix (Applied BioSystems). For this purpose, sequences from housekeeping genes, inactive genes, heterochromatic loci, and repeated elements were quantified in immunoprecipitated (IP), mock-IP, and input chromatin samples. Libraries were prepared for IP and input DNA (5 ng) using the NEBNext® Ultra™ Library Prep Kit, followed by sequencing with the NextSeq 500 High Output v2 Kit on a NextSeq500 sequencing system (Illumina) by Helixio (https://www.helixio.fr/) to obtain paired-end reads (75 bp).

### RNA-seq analysis

Reads were aligned to the chicken transcriptome [Ensembl gene transcripts for *Gallus gallus* 5 (galGal5)] using the splice junction mapper TopHat [39] in conjunction with the short-read aligner Bowtie 2 [40]. The DESeq2 R package [41] was employed for differential expression analysis on count tables obtained using FeatureCounts [42]. To assess transcript relative abundance, TPMs were computed for each biological sample using Salmon [43]. The TPM value for each gene was calculated as the sum of the TPM values of the corresponding transcripts. Final gene TPMs for each cell type are represented by the mean values of the biological replicates. To visualize transcriptional activity in the UCSC genome browser, local coverage was obtained from the read alignment files using genomecov from Bedtools [44] and displayed as a density track (mean of the replicate values).

### ChIP-seq analysis

Sequence analysis was performed on the chicken genome version 5 (galGal5). Coordinates and annotations of genes (Ensembl genes) and repeated elements (RepeatMasker output) were downloaded from the UCSC table browser. Following quality control, sequencing reads were aligned using Bowtie 2 with its default parameters.

The percentage of bases in immunoprecipitated DNA located in repeated elements was assessed as the ratio between the coverage of the repeated element compartment and the coverage of the whole genome in sequencing libraries. The repeated element compartment of the genome was defined by aggregating all elements from RepeatMasker with a size ≥ 50 bp. Coverages were calculated using Samtools depth [45]. The presence of CNM repeats in sequencing libraries was determined by the unsupervised identification of satellite repeats using TAREAN [46] with its default parameters. Detailed analysis of enrichment at repeated elements was performed using the RepEnrich method [47]. The pseudogenome was set up using the list of elements identified through RepeatMasker, excluding the “unspecified,” “unknown,” and “ARTEFACT” categories, and retaining only the telomeric repeats from the “simple repeat” category. Counts for each element type in the H3K9me3-immunoprecipitated and input DNA libraries were determined using RepEnrich2. For normalization, counts were divided by the total number of reads in the libraries. The IP/Input ratios were calculated for each element type prior to grouping based on repeat class.

Analysis of H3K9me3 local enrichment focused on the nonrepetitive part of the genome. Assessments of repeated element enrichments are not reliable owing to multimapping sequencing reads generated by repeated sequences, making unambiguous assignment to a genome position challenging. Consequently, for a more accurate understanding of local enrichment at unique sequences, we detected H3K9me3 peaks after filtering out ambiguous reads. Reads in proper pairs with a mapping quality ≥ 30, indicating mapping to a unique location, were selected using Samtools. Initial peak calling was performed based on the comparison of immunoprecipitated and input (control) alignment files using MACS2 [48], selecting the options broad regions and cutoff 0.1 for the callpeak command. Fold enrichment for H3K9me3 along the genome was calculated using the MACS2 bdgcmp command, and the output bedGraph file was converted to bigWig format for visualization in the UCSC genome browser. SICER [49] was used to delineate islands with its default parameters, with the exceptions of window and gap size, which were set to 300 and 1500, respectively. The final list of H3K9me3 domains included all the islands with a false-discovery rate < 10^–10^ and those at least partially overlapped by MACS2 peaks among islands with a higher false-discovery rate. For practical reasons, the analysis was executed using genomic sequences corresponding to the main scaffolds of autosomes (hereafter, referred to as the “whole genome”). To compare the distribution of H3K9me3 domains between cell types, we used Bedtools. Each base in a domain was categorized as “in shared core” if it was in a domain segment found in both cell types, “in expansion” if it was in a cell-specific segment prolongating a shared domain, and “in cell type-specific domain” if it was in a domain without any overlap in the other cell type.

The functional regions of the genome were defined using gene coordinates from Ensembl, with the repeated elements defined through RepeatMasker. Definitions were as follows: whole genome: defined above; promoters: 1 kb centered on TSS; genes: gene bodies (TSS to TTS); intergenic regions: whole genome, excluding the promoters and gene bodies; repeated elements: RepeatMasker elements with a size ≥ 50 bp. The coverage values, especially those of repeated elements, may be underestimated because multimapping reads are not considered. The number of bases covered by H3K9me3 domains for each type of region was calculated using Bedtools and divided by the total number of bases of the region. A similar coverage calculation was performed for single gene analysis (including the promoter). Functional annotation analysis of genes covered by H3K9me3 domains was performed using DAVID [50].

Data handling, plotting, and statistical analysis were conducted using R (R Core Team, 2022; https://www.R-project.org/) and DataGraph (Visual Data Tools, Inc. Chapel Hill, NC, USA; https://www.visualdatatools.com/).

## Results

### Transcriptome analysis of cPGCs

To correlate in vivo observations of epigenetic marks with epigenetic modifier expression in early chicken embryo germ cells, we elucidated germ cell-specific expression profiles. Comparisons were made between cPGCs and ESCs, the in vitro derivatives of early embryonic germ and somatic cells, respectively. RNA-seq, followed by differential gene expression analysis and transcript per million (TPM) analysis, was performed for a comprehensive estimation of gene expression levels (Additional file 1: Table S1; excerpt in Additional file 2: Table S2). As expected, pluripotency-associated genes, such as *NANOG*, *OCT4/POUV*, *SOX2*, *SOX3*, *KLF2*, *KLF4*, and *KLF5*, exhibited robust expression in both cell types. Differential analysis confirmed significantly higher expression of germinal genes, including *DAZL*, *DDX4*, *PIWIL1*, and *MAEL*, in cPGCs. Interestingly, *HOX* genes were markedly repressed in cPGCs, with a mean TPM of 0.05 compared with 6.61 in ESCs. This repression aligns with observations in mammals, where *HOX* genes are downregulated in migrating PGCs compared with somatic neighboring cells, likely reflecting the necessity to inhibit somatic transcriptional programs for germ specification [13, 14].

### DNA methylation in chicken gonadal PGCs

In mammals, DNA methylation in PGCs reaches its nadir upon settling at the genital ridges and proliferating in the developing gonads. Therefore, we examined postmigratory chicken PGCs in the embryonic gonads during the period of germ and somatic gonadal cell proliferation, before female germ cells initiate meiotic arrest after approximately 14 days of development [51]. Fluorescence immunodetection in tissue sections of the gonads from 6‑, 8‑, 10‑, and 14‑day-old chick embryos of both sexes was used to visualize epigenetic marks. Germ cells were identified by the presence of CVH/DDX4 and DAZL proteins as germ-specific markers in early chicken embryos [52, 53]. Fluorescent signals were observed in the nuclei of these germ cells and surrounding somatic cells. At all stages and for both sexes, 5mC was clearly detected in germ cells and neighboring somatic cells (Fig. 1A). Signal quantification revealed consistently higher global 5mC levels in germ cells compared with somatic cells, contrasting with the global DNA demethylation observed in mammalian gonadal PGCs. Regarding DNA hydroxymethylation on CpG, a pronounced reduction in 5hmC has previously been observed in mouse and human gonadal germ cells, with this decrease following a transient increase upon the arrival of mouse PGCs at the genital ridges [9, 20]. In chicken gonads, 5hmC was abundant in somatic cells but barely detectable in germ cells, regardless of stage and sex (Fig. 1B). Importantly, the global 5mC and 5hmC levels in gonadal PGCs were similar to those quantified previously in cPGCs relative to somatic cells [30].

**Fig. 1:**
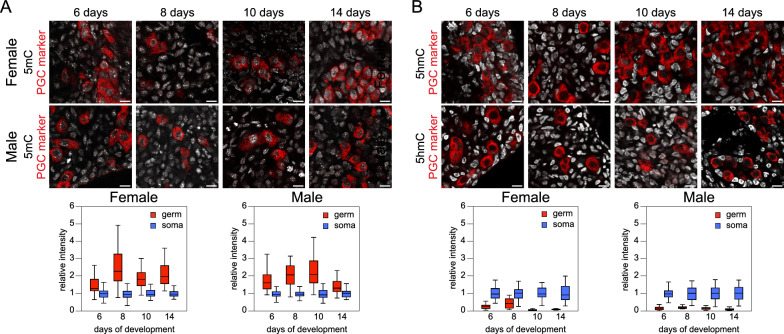
5mC and 5hmC in chicken embryo gonads. **A** Immunodetection of 5mC (gray) and germ cell marker (red) in tissue sections. Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 44, 50, 60, and 54 germ cells and 74, 101, 68, and 57 somatic cells, respectively; for males, 28, 22, 56, and 34 germ cells and 71, 76, 76, and 47 somatic cells, respectively. **B** Immunodetection of 5hmC (gray) and germ cell marker (red) in tissue sections. Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 48, 27, 49, and 34 germ cells and 76, 81, 54, and 41 somatic cells, respectively; for males, 37, 13, 39, and 33 germ cells and 61, 46, 42, and 48 somatic cells, respectively

Expression of DNA methylation modifiers in germ cells (Additional file 2: Table S2) was explored by comparing cPGCs to ESCs, which exhibit 5mC and 5hmC levels typical of somatic cell types [30]. In mouse PGCs, reduced expression or protein presence is observed for several factors involved in 5mC maintenance, including DNA methyltransferases (DNMTs) and UHRF1/NP95, whereas TET1 and TET2 enzymes, converting to 5mC to 5hmC, showed increases [3, 5, 7, 13, 54]. In chicken cPGCs, we found that DNMT genes were not underexpressed, aligning with previous reports indicating higher expression of *DNMT1*, *DNMT3A*, and *DNMT3B* in PGCs compared with somatic gonadal cells [55]. *UHRF1* exhibited slightly higher expression in cPGCs relative to ESCs, whereas *TET1*, *TET2*, and *TET3* showed lower expression, suggesting a balance that does not favor DNA demethylation. Notably, *LSH*/*HELLS*, necessary for repetitive element methylation, especially at PCH [56], showed higher expression in cPGCs, consistent with the presence of large nuclear foci of 5mC (Fig. 1A).

### Histone PTMs in chicken gonadal PGCs

To determine whether certain histone-related events of mammalian epigenome reprogramming occurred in chicken germ cells, we analyzed H3K9me2 and H3K27me3, the heterochromatic histone PTMs that exhibit the most pronounced changes in mammalian PGCs. In females, the H3K9me2 level was slightly higher in germ cells than in somatic gonadal cells initially, then gradually decreased (by approximately twofold), whereas in males, it remained consistently higher at all stages (Fig. 2A). Thus, the enduring loss of H3K9me2 observed in mammalian gonads [3, 4, 20, 21] did not manifest in chickens. Initially, the H3K27me3 level was marginally higher in germ cells than in somatic gonadal cells in females but was consistently higher (up to 2.4-fold) in males (Fig. 2B). Chromatin enrichment for H3K27me3 occurs transiently in human PGCs [20, 21] and transiently or for an extended period, depending on the study, in mouse PGCs [3, 4]. Our results suggest the presence of sex-specific variations in H3K27me3 levels in chicken PGCs. However, the observed changes in H3K9me2 and H3K27me3 were not consistent with the hypothesis of the latter replacing the former, as proposed in the mammalian model [3].

**Fig. 2:**
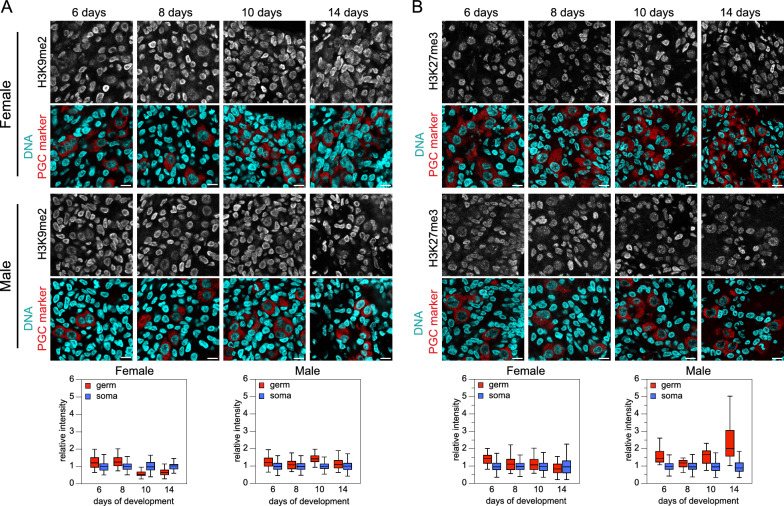
H3K9me2 and H3K27me3 in chicken embryo gonads. **A** Immunodetection of H3K9me2 (gray) and germ cell marker (red) in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 24, 29, 52, and 45 germ cells and 133, 179, 65, and 56 somatic cells, respectively; for males 33, 34, 41, and 38 germ cells and 125, 126, 104, and 112 somatic cells, respectively. **B** Immunodetection of H3K27me3 (gray) and germ cell marker in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day‑old embryos: for females, 42, 48, 34, and 84 germ cells and 411, 329, 202, and 314 somatic cells, respectively; for males, 31, 21, 34, and 44 germ cells and 434, 224, 225, and 244 somatic cells, respectively

Next, we examined H3K9me3, the histone PTM specific for constitutive heterochromatin. Remarkably, the global level of H3K9me3 was substantially higher in chicken gonadal germ cells compared with surrounding somatic cells (Fig. 3A). This enrichment surpassed that observed for H3K9me2 and H3K27me3, being markedly higher (2.0 to 4.5-fold) and observed in both sexes at all stages. This result aligns with our previous observation that chicken cPGCs exhibit a high level of H3K9me3 compared with several somatic cell types [30]. However, it contrasts with findings in mammals, where H3K9me3 levels are known to be low in germ cells or similar to those in surrounding gonadal cells [4, 20, 21, 57]. According to the present RNA-seq analysis and our previous findings [30], *KMT1B/SUV39H2*, encoding the main enzyme responsible for H3K9 trimethylation in heterochromatin, was more expressed in PGCs than in ESCs and several other somatic cell types, potentially contributing to the observed high H3K9me3 level. Moreover, several genes encoding enzymes involved in H3K9 trimethylation deposition or removal were more highly expressed in chicken PGCs than in ESCs, with *KDM4C* being significantly overexpressed, and *KMT1E*, *KDM3A*, *KMT1D*, *KDM4B* and *KDM7A* exhibiting slightly higher expression levels (Additional file 2: Table S2).

**Fig. 3:**
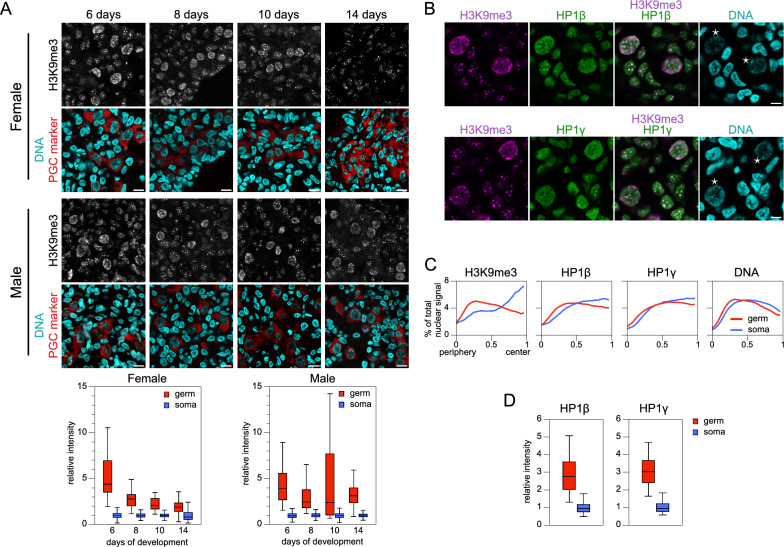
Constitutive heterochromatin marks and their nuclear distribution in gonadal germ cells. **A** H3K9me3 in chicken embryo gonads. Immunodetection of H3K9me3 (gray) and germ cell marker (red) in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 61, 53, 34, and 91 germ cells and 685, 423, 311, and 210 somatic cells, respectively; for males, 88, 46, 64, and 40 germ cells and 377, 266, 183, and 229 somatic cells, respectively. **B** Immunodetection of H3K9me3 (magenta) and HP1beta and gamma (green) in a 10‑day-old male embryo gonadal tissue section. Stars indicate germ cell nuclei, identified using their specific H3K9me3 enrichment and nuclear morphology. DNA staining (cyan). Scale bar: 5 µm. **C** Analysis of the radial distributions of H3K9me3, HP1, and DNA signal intensities in germ and somatic cell nuclei. Number of analyzed nuclei for germ and somatic cells: 44 and 55 for H3K9me3, 44 and 55 for DNA, 25 and 30 for HP1alpha, and 19 and 25 for HP1gamma, respectively. **D** Quantification of fluorescence intensity for HP1beta and gamma immunodetection in gonadal germ and somatic cell nuclei from 10-day-old male embryos. Number of analyzed nuclei for germ and somatic cells: 27 and 60 for HP1beta, and 19 and 45 for HP1gamma, respectively

We also examined several histone PTMs specific to active chromatin: H3K4me3, H3K4me1, H3K27ac, and H3K9ac. Regarding H3K4 methylation, germ cell levels did not markedly differ from somatic gonadal cell levels, with a decreasing tendency observed in females. In males, germ cell H3K4 methylation levels remained higher than those in somatic cells at all stages (Additional file 2: Fig. S1A and B). Regarding acetylation, H3K27 in germ cells followed a similar trajectory in both sexes, starting at similar levels relative to somatic cells and ending at lower levels (Additional file 2: Fig. S1C). H3K9 acetylation constantly maintained significantly lower levels in germ cells compared with somatic cells (Additional file 2: Fig. S1D). These observations resembled those documented for gonadal mouse PGCs, characterized by low levels of active histone PTMs [4], as opposed to findings reported for human PGCs [21].

### Nuclear organization and chromatin density in chicken PGCs

As mammalian PGCs differ from somatic cells in the abundance and nuclear distribution of epigenetic marks and architectural proteins, particularly at chromocenters, we investigated whether this distinction extended to chicken PGCs. Initially, we examined the presence of epigenetic marks at PCH, which forms chromocenters in chicken cPGC nuclei [30], on gonad tissue sections. In chicken gonadal PGCs, 5mC displayed a typical pattern of enrichment at chromocenters, similar to somatic cells (Fig. 1A). Although 5hmC was barely visible in PGC nuclei, overexposure after immunodetection revealed a faint modification without the relatively homogenous pattern found in somatic cells. Rather, it was concentrated in large foci (not shown), akin to chromocenters, reminiscent of the transient enrichment observed in mouse gonadal PGCs [9]. Regarding repressive histone PTMs, H3K9me3 was strongly enriched at chromocenters in PGCs, whereas H3K9me2 was unenriched, not differing from the H3K9me2 levels observed in somatic cells (Fig. 2A). Some of the largest chromocenters in gonadal PGC nuclei were enriched in H3K27me3, as previously observed for cPGCs and chicken PSCs [30]. Surprisingly, they also exhibited enrichment of H3K4me3, indicative of a unique type of PCH, perhaps related to bivalent chromatin (not shown). Therefore, no loss of heterochromatin marks at PCH, as initially reported for mouse PGCs [4], was observed. On the contrary, heterochromatin marks were present at PCH in chicken gonadal PGCs, consistent with later reports for mouse and human PGCs [20, 57].

We examined the nuclear distribution of heterochromatin components in greater detail to understand which genome compartments were affected by the global enrichment of H3K9me3 in PGCs. In somatic cells, H3K9me3 was concentrated in large foci corresponding to centrally located bright chromocenters, typical of constitutive PCH. In germ cells, H3K9me3 was more homogeneously distributed in the nucleoplasm, suggesting its presence in other, more diffuse, regions as well as PCH (Fig. 3B). Heterochromatin proteins HP1beta and gamma were mainly enriched at chromocenters in both cell types (Fig. 3B). Some large peripheral H3K9me3-rich domains in germ cells were not enriched for HP1, suggesting a chromatin type wherein H3K9me3 plays a role other than constitutive heterochromatin maintenance. The radial distributions of these heterochromatin components in nuclei confirmed differences between the two cell types (Fig. 3C). Maximal H3K9me3 enrichment was at the nuclear center in somatic cells but near the periphery in PGCs. HP1 isoforms’ radial distributions were similar between the two cell types, with a slight shift to the periphery observed for PGCs. Notably, heterochromatin proteins HP1beta and gamma were more abundant in chicken germ cell nuclei than in somatic cell nuclei (Fig. 3D), thereby differing from mammalian PGCs, in which HP1 isoforms in the nuclei tend to be reduced or absent during PGC epigenetic reprogramming [4, 20, 57]. Overall, the high levels and distributions of heterochromatin components in chicken PGCs did not correspond to a mere intensification of the somatic cell pattern, suggesting the germ-specific functions of these epigenetic actors.

We also investigated the presence of macroH2A, a histone variant that undergoes marked redistribution during mammalian PGC reprogramming, including concentration at PCH or depletion from the nucleus [4, 20]. Notably, macroH2A1, a variant stabilizing nucleosome in chicken cells [58], predominantly localized to large nuclear foci in gonadal germ cells at early stages compared with somatic cells, becoming barely detectable later (Fig. 4A). This distinctive nuclear distribution was also observed in cPGCs but not in cultured somatic cells, such as ESCs and chicken embryonic fibroblasts (CEFs) (Fig. 4B). Consistently, chicken cPGCs exhibited low levels of macroH2A1 mRNA (Additional file 2: Table S2) and protein (not shown) compared with ESCs. To confirm that macroH2A1 foci in chicken PGCs corresponded to PCH, we examined the presence of other PCH characteristics in cPGC nuclei (Fig. 4C). At macroH2A1 foci, the centromere protein CENP‑T was, on average, threefold more concentrated than in the whole nucleus, indicating proximity to centromeres. H3K9me3 and DNA were 1.9-fold and 1.4-fold more concentrated, respectively, suggesting that macroH2A1 foci tended to contain heterochromatin.

**Fig. 4:**
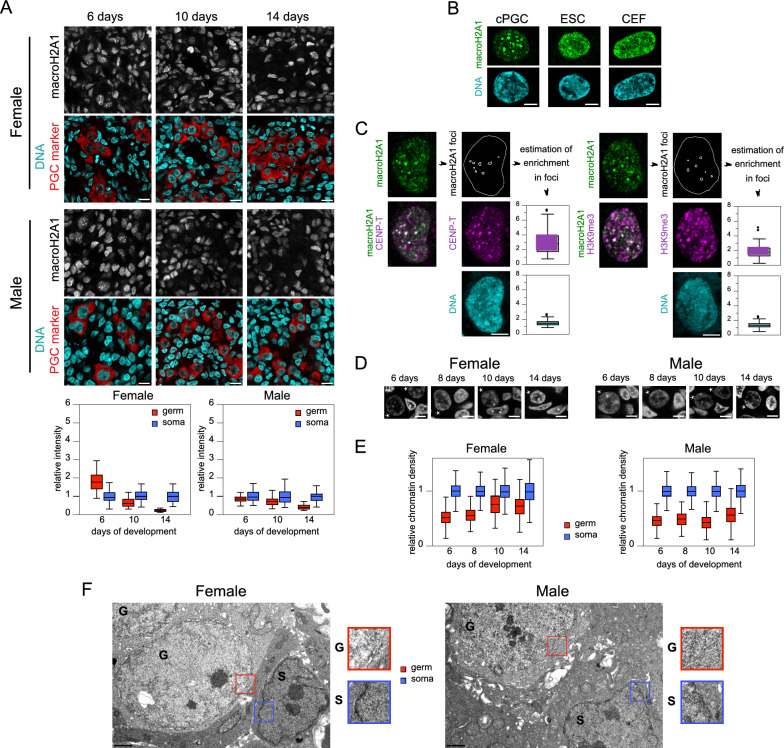
MacroH2A1 and chromatin density in chicken embryo germ cells. **A** Immunodetection of macroH2A1 (gray) and germ cell marker (red) in gonad tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 10‑, and 14‑day-old-embryos: for females, 43, 44, and 38 germ cells and 76, 45, and 30 somatic cells, respectively; for males, 25, 39, and 34 germ cells and 46, 60, and 60 somatic cells, respectively. **B** macroH2A1 nuclear distribution in chicken germ and somatic cells. Immunodetection of macroH2A1 (green) in cPGCs, ESCs, and CEFs. DNA staining (cyan). Scale bar: 5 µm. **C** macroH2A1 foci compared to pericentric heterochromatin. Immunodetection of macroH2A1 (green) and CENP‑T or H3K9me3 (magenta) in the nucleus of cPGCs. DNA staining (cyan). Scale bar: 5 µm. Box plots show the enrichment in CENP‑T and H3K9me3 (mean intensity in each focus compared to mean intensity in whole nucleus) for more than 100 foci. **D** Representative germ and somatic cell nuclei in gonadal tissue sections with DNA staining (gray). Stars indicate germ cell nuclei. Scale bar: 5 µm. **E** Quantification of chromatin density (measured as the intensity of the DNA staining by unit area) in germ and somatic cell nuclei. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 311, 284, 308, and 489 germ cells and 1873, 1754, 1101, and 919 somatic cells, respectively; for males, 323, 241, 323, and 316 germ cells and 1899, 1220, 924, and 1069 somatic cells, respectively. **F** Ultrastructure of germ and somatic cell nuclei observed using transmission electron microscopy in 14‑day-old embryo gonads. Nuclei of germ (G) and somatic (S) cells are indicated. Scale bar: 1 µm. Magnified views of the nuclear envelope and the associated chromatin are shown

Subsequently, we examined indicators of chromatin density in chicken PGCs, searching for possible “loosening,” similar to the epigenome reprogramming of mouse PGCs. Chromocenters have been reported to disappear around E10.5 [4] or become less visible [8, 10, 57] in mouse PGCs. Although DNA labelling intensity tended to be lower in chicken gonadal PGCs than in somatic cells, chromocenters remained visible at all stages, either as clearly defined foci near the nuclear center or embedded in the peripheral rim of heterochromatin (Fig. 4D). The nuclear distribution of the centromere protein CENP‑T did not differ between germ cells and somatic cells (data not shown); however, CENP‑T foci tended to be smaller and fainter in the former, suggesting chromatin decondensation, possibly resulting from the declustering of pericentromeres, akin to the occurrence in mouse PGCs [57]. We estimated chromatin density in gonadal PGC nuclei by measuring the fluorescence intensity of DNA counterstaining per unit area of nucleus section. For both sexes and at all stages, germ cell chromatin appeared about twofold less dense than somatic cell chromatin (Fig. 4E). Therefore, we analyzed the ultrastructure of gonadal cell nuclei using transmission electron microscopy in 14-day-old chick embryos (Fig. 4F). Germ cell nucleoplasm appeared less electron-dense compared with somatic cell nucleoplasm and lacked a discernible dense chromatin layer beneath the nuclear envelope. This pattern was similar to our previous observation in cPGCs [30], as well as observations of PGCs settling in the genital ridges of chicken embryos [59]. Thus, low-density fluorescent DNA staining in germ cell nuclei corresponded to low chromatin compactness.

### Establishing the germ-specific epigenetic signature during embryogenesis

We attempted to determine when the distinctive epigenetic profile observed in gonadal PGCs emerged during early embryo development. Initially, we examined PGCs at the blastoderm center in unincubated eggs (stage EG&K X–XII embryos). At this stage, PGC nuclei were indistinguishable from blastodermal somatic cell nuclei (Fig. 5A). H3K9me3, H3K27me3, and 5mC primarily localized at chromocenters, whereas H3K9me2, H3K9ac, 5hmC, and macroH2A1 exhibited a more homogeneous distribution. By the HH4 stage (Fig. 5B), when PGCs had relocated to the germinal crescent, their nuclei displayed a similar pattern to somatic cell nuclei for H3K9me3, H3K27me3, and 5mC, with macroH2A1 more frequently exhibiting foci in PGCs. Remarkably, about 61% of PGC nuclei (46 cells from 6 embryos) showed lower 5hmC richness compared with the surrounding somatic cell nuclei. By the HH13 stage (Fig. 5C), as PGCs began migration through the vascular system, some displayed features of the distinctive epigenetic profile, i.e., high H3K9me3 levels at diffuse regions outside chromocenters and less intense DNA staining of their nuclei compared with surrounding cell nuclei, suggesting chromatin decondensation. The macroH2A1 pattern with large foci was occasionally observed. Examining PGCs newly arrived at the genital ridges from the HH15 to HH23 stage, we found that the PGC-specific macroH2A1 nuclear pattern was present in most cells (Fig. 5D). Quantification of H3K9me3 labelling (as previously performed on the gonads) revealed significantly higher modification levels in PGCs compared to the surrounding somatic cells, with an increase over time during this period (Fig. 5E) and beyond until the maximum level was reached in the gonads. Concurrently, chromatin density in PGC nuclei decreased (Fig. 5F). Therefore, the first elements of the PGC-specific epigenetic signature appear early during embryonic development, preceding PGC migration in the bloodstream, with subsequent steps occurring progressively during migration and in the differentiating gonads.

**Fig. 5:**
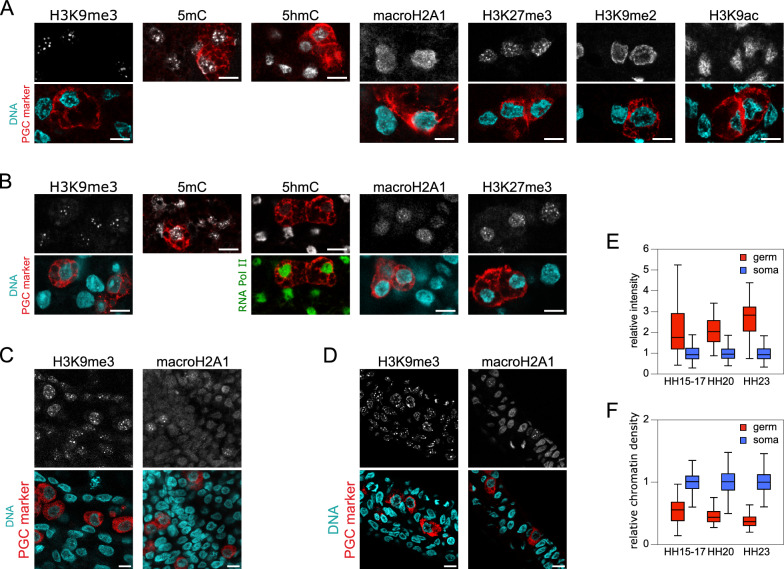
Setting of the germ-specific epigenetic signature during chicken embryo early development. Immunodetection of histone PTMs, macroH2A1, 5mC, and 5hmC (gray) in chicken embryos. Representative nuclei of PGCs identified with a germ cell marker (red) and somatic surrounding cells are shown. For 5hmC, additional labelling of RNA pol II was performed to locate nuclei when necessary. DNA staining (cyan). Scale bar: 10 µm. **A** In the blastoderm (stage EG&K X). **B** In the germinal crescent (stage HH4). **C** In blood vessels near the head (stage HH13). **D** At the genital ridges (stage HH15-17). **E** Quantification of fluorescence intensity for H3K9me3 in germ and somatic cell nuclei in stage HH15 to HH23 embryos. Number of analyzed nuclei in HH15-17, HH20, and HH23 embryos (two embryos per stage): 39, 46, and 54 germ cells and 157, 144, and 259 somatic cells, respectively. **F** Quantification of chromatin density (intensity of the DNA stain by unit area) in germ and somatic cell nuclei, for the same stage HH15 to HH23 embryos

### Genome-wide profiling of H3K9me3 in chicken PGCs

H3K9me3 global enrichment in chicken germ versus somatic cells is a striking distinctive feature of chicken PGCs compared to mammalian PGCs. It is also an uncommon epigenome feature, since observed H3K9me3 levels are generally similar in all cell types of a species, the modification being mostly present in constitutive heterochromatin such as PCH. However, fluorescence immunodetection did not suggest that the enrichment of H3K9me3 in chicken PGCs compared to somatic cells was located at PCH. 

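Chromatin from chicken primordial germ cells kept in culture (cPGCs) and from chicken embryonic stem cells (ESCs), which derive from the early embryo, was immunoprecipitated with an antibody against trimethylated lysine 9 of histone H3. Each cell type is represented by 1 immunoprecipitated library and 1 input library, so no value below has a replicate error and no p-value is given for a difference between the cell types. The authors aligned the paired reads to galGal5, kept proper pairs that mapped to a unique location, and joined enriched windows of 300 bp into domains by comparing immunoprecipitated with input reads. The values used here are the positions of these domains, 47621 in all on 30 autosomes, with no count, score or signal attached. The read depth behind each list is therefore unknown, and a list from a deeper library or a more efficient immunoprecipitation can hold more or wider domains. Widths, numbers and overlaps of the domains were computed from these positions. Shares of the genome were taken over the bases up to the last domain of either cell type on each chromosome, 932264700 bp in all, because no galGal5 sequence was used here.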

To investigate precisely where this enrichment took place in the genome of chicken PGCs, we performed chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq). We aimed at studying PGCs before they underwent sexual differentiation in the gonads. The low number of germ cells at migrating or early gonadal stages made the use of freshly isolated cells technically difficult. Consequently, as we had shown that cPGC maintained the epigenomic features of embryonic PGCs, we chose to analyze cPGCs versus ESCs, the in vitro derivatives of early embryonic germ and somatic cells. Studying such homogeneous cell populations also sharpened the identification of germ-specific features using combined epigenome and transcriptome analysis.

Initially, we determined whether the modification was enriched at repetitive sequences, given that H3K9me3 is present in constitutive heterochromatin in chickens [30, 60]. Evaluating the proportion of repeated element sequences in the immunoprecipitated DNA, we found that approximately 26% of sequenced bases were located in repeated elements for cPGCs compared with around 39% for ESCs (Fig. 6A). This indicates that the higher global H3K9me3 level in cPGCs did not result from preferential increase of enrichment at repetitive sequences. To estimate H3K9me3 enrichment at PCH, we examined sequences of the chicken nuclear membrane (CNM) repeat, enriched at PCH in chickens [60]. The proportion of CNM-containing reads in the immunoprecipitated DNA was approximately 12% and 15% for cPGCs and ESCs, respectively (Fig. 6B), indicating that H3K9me3 was not preferentially concentrated at PCH in germ cells relative to somatic cells. This finding aligns with our observations regarding the nuclear localization of H3K9me3, suggesting that the enrichment in PGCs, in comparison to somatic cells, is not primarily concentrated at PCH but rather distributed across other genomic regions. Analyzing the presence of H3K9me3 in different subfamilies of RepeatMasker-annotated elements in the chicken genome (Fig. 6C), we found that low-complexity sequences, satellites, and telomeric sequences were highly enriched, consistent with their frequent localization in constitutive heterochromatin, whereas transfer RNAs, short interspersed nuclear elements, and small nuclear RNAs exhibited low enrichment. Interestingly, transposons (named “DNA” in RepeatMasker), long interspersed nuclear elements, long terminal repeat-containing elements, and short interspersed nuclear elements were slightly more enriched in cPGCs than in ESCs, implying enhanced repression of potentially mobile elements in germ cells.

**Fig. 6:**
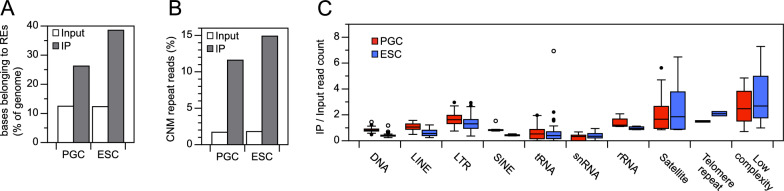
H3K9me3 at repeated elements in chicken PGCs compared with ESCs. **A** Overall enrichment for repeated elements (REs) in H3K9me3-immunoprecipitated and input chromatin. Counts of bases belonging to REs are expressed relative to the total base count in sequencing libraries. **B** Enrichment of CNM repeats in H3K9me3-immunoprecipitated and input chromatin. Counts of CNM repeat containing reads are expressed as a percentage of the total read count in sequencing libraries. **C** H3K9me3 enrichment for the major categories of REs identified using RepeatMasker. Read counts in IP relative to input chromatin libraries were calculated for each element type prior to grouping by class. *DNA* transposons, *LINE* long interspersed nuclear elements, *LTR* long terminal repeat containing elements, *SINE* short interspersed nuclear elements

Next, we studied H3K9me3 distribution in the nonrepetitive parts of the genome using uniquely mapping sequencing reads (refer to “Methods” section for the rationale). Plotting the enrichment along the genome revealed the homogeneous presence of H3K9me3 at a medium level rather than localized sharp peaks above a low background (Fig. 7A). 

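Among the domains of the deposited lists, 4467 in cPGCs and 1784 in ESCs were at least 20 kb wide. At 50 kb or more there were 771 domains in cPGCs and 123 in ESCs, and at 100 kb or more 112 and 7. Domains of at least 20 kb held 52.7% of all domain bases in cPGCs and 26.2% in ESCs. The widest domain of cPGCs spanned 300600 bp on chromosome 9 (galGal5, 3763801 to 4064400), and 85.2% of it also lay in ESC domains. In ESCs the widest domain spanned 202800 bp on chromosome 1 (158262001 to 158464800), and 97.2% of it lay in cPGC domains. In the 3 Mb of chromosome 1 that start at 120 Mb, which make up most of the stretch shown in Fig. 7A, 84 domains of cPGCs covered 50.9% of the bases and 74 domains of ESCs covered 21.0%. The widest domain there was 163500 bp in cPGCs (122559901 to 122723400) and 29700 bp in ESCs (120750001 to 120779700).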

Notably, larger domains with distinct borders, indicating heightened enrichment over extended distances, were more prevalent in cPGCs. At numerous loci, the fold enrichment over background was higher in PGCs than in ESCs, despite no discernible difference in the local gene expression level. 

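All domain starts and ends lay on a grid of 300 bp, the window that the authors set for the SICER island caller. The narrowest domain was 300 bp in both cell types. The smallest distance between neighbouring domains of a cell type was 1800 bp in both lists, as the authors' gap setting joined closer windows. The median distance between neighbouring domains was 6600 bp in cPGCs and 13500 bp in ESCs.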

We implemented a custom peak-calling procedure, based on available tools, to delineate these H3K9me3 domains (Fig. 7B). In cPGCs, the domains were less numerous than in ESCs (23,130 vs. 24,491, respectively) but exhibited greater width (Fig. 7C). 

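Median domain width was 9000 bp in cPGCs and 6300 bp in ESCs, and mean width was 13797 bp and 8577 bp, a ratio of 1.61 (95% bootstrap interval 1.57 to 1.65 over blocks of 1 Mb, which covers variation along the genome and not between cultures). The widths at the lowest and highest 5% were 1800 and 42000 bp in cPGCs and 1200 and 23400 bp in ESCs. Domains up to 21300 bp wide in cPGCs and up to 12300 bp wide in ESCs held the lower 50% of the domain bases. The ratio of the number of cPGC domains to the number of ESC domains was 0.944. This ratio depended on the narrow domains: it was 1.04 among domains of at least 3000 bp and 1.16 among domains of at least 5000 bp, so that the wider domains were more numerous in cPGCs. It was 1.01 on chromosomes 1 to 8 and 0.688 on the other chromosomes.

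**Figure D1:**
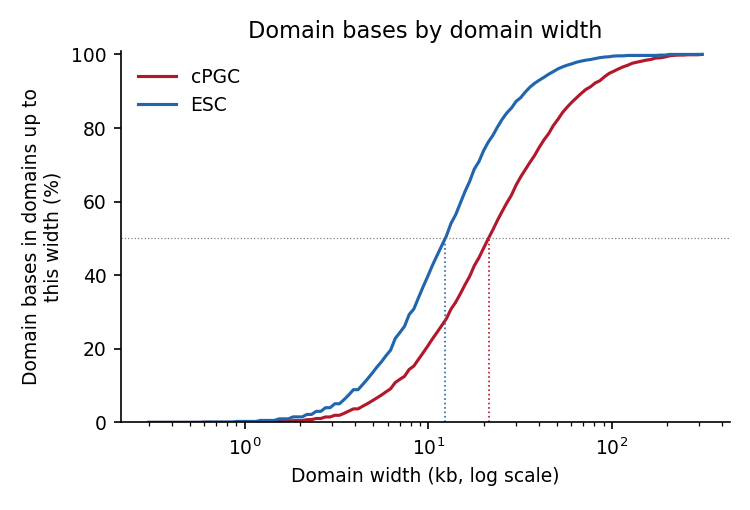
Share of all domain bases (vertical axis, percent) that lies in domains up to a given width (horizontal axis, kb, log scale), for cPGCs and ESCs. The dotted lines mark 50% of the bases, reached at 21300 bp in cPGCs and 12300 bp in ESCs.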

Ultimately, the proportion of the nonrepetitive genome covered by H3K9me3 domains was more extensive in cPGCs, with approximately 34% of the bases contained in domains, as opposed to around 22% in ESCs (Fig. 7D). 

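Domains covered 319125300 bp in cPGCs and 210057300 bp in ESCs, which is 34.2% and 22.5% of the bases considered, a ratio of 1.52. The ratio differed between chromosomes. On chromosomes 1, 2 and 3 the domains of cPGCs covered 51.3%, 46.0% and 36.9% of the bases, and those of ESCs 27.1%, 23.2% and 22.6%. These 3 chromosomes make up 49.0% of the length considered. They carried 97347900 of the 109068000 bases by which cPGC domains exceeded ESC domains in net terms, a share of 89.3%. In this net number, gains and losses cancel, so it is not the number of cPGC domain bases outside ESC domains. On the other 27 chromosomes coverage was 22.9% in cPGCs and 20.4% in ESCs, a ratio of 1.12, and this split of the chromosomes was chosen after seeing the data. Of the 29 chromosomes with domains in both cell types, 20 had more domain bases in cPGCs and 9 had more in ESCs. Among the latter, chromosome 7 was covered at 17.6% in cPGCs and 20.3% in ESCs, and chromosome 10 at 15.4% and 19.4%.

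**Figure D2:**
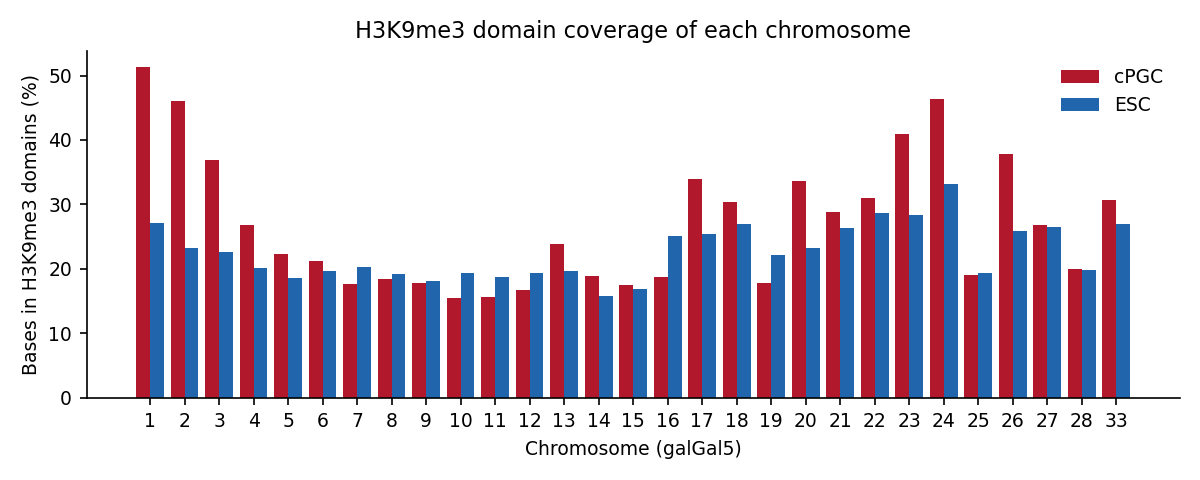
Share of the bases of each chromosome in H3K9me3 domains (vertical axis, percent) for cPGCs and ESCs, 1 library each, on the 29 chromosomes with domains in both. Bars of cPGCs are highest on chromosome 1 (51.3%), and on 9 chromosomes the bar of ESCs is the higher one.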

To assess similarities in H3K9me3 domain locations between the two cell types, we examined the number of bases in cell type-specific or shared domains (Fig. 7D). Notably, most bases belonged to shared domains, with cPGCs displaying a high proportion of bases in expansions of the core of the shared domains. 

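A base was counted as shared core when it lay in domains of both cell types, as expansion when it lay in the remainder of a domain that overlapped a domain of the other cell type, and as specific when its domain had no overlap. The shared core held 129699900 bp, or 40.6% of the domain bases of cPGCs and 61.7% of those of ESCs. Expansions held 33.0% in cPGCs and 14.7% in ESCs, and specific domains 26.3% and 23.5%. By number, 13194 of the cPGC domains (57.0%) and 16008 of the ESC domains (65.4%) overlapped a domain of the other cell type. The required overlap moved the shares of specific domains most among the alternatives. When a domain counted as shared only if 50% of its bases lay in the other list, specific domains held 58.9% of the bases in cPGCs and 34.3% in ESCs. This rule counts a wide domain around a much narrower one as specific. Expansions then held 9.46% of the bases in cPGCs and 7.06% in ESCs. These shares therefore do not show that the bases lie away from domains of the other cell type.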

Many peaks present in ESCs appeared higher and broader in cPGCs, coalescing to form wide domains.

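The deposited positions carry no enrichment height, so only breadth could be measured. Of the 16008 ESC domains that overlapped a cPGC domain, 12196 (76.2%) had a wider cPGC partner, taking the partner with the largest overlap, and the median ratio of the widths was 2.37. The partner with the largest overlap tends to be a wide one. With the ESC domains moved along each chromosome by 200 random circular shifts, a comparison chosen after seeing the data, 74.0% of the overlapping ESC domains on average had a wider cPGC partner (72.9% to 75.0%), with a median ratio of 2.51 (2.42 to 2.65). In the reverse direction, 37.7% of the 13194 cPGC domains that overlapped an ESC domain had a wider ESC partner, against 39.7% on average in the shifts. In cPGCs, 3263 domains overlapped 2 or more ESC domains, which is 14.1% of all cPGC domains, and 178 overlapped 5 or more. The largest number of ESC domains under a single cPGC domain was 13. Conversely, 1983 ESC domains (8.10%) overlapped 2 or more cPGC domains, and 11 overlapped 5 or more. When an overlap had to cover at least 50% of the narrower domain, the shares with 2 or more were 10.4% in cPGCs and 3.05% in ESCs. With only domains of at least 5000 bp they were 11.4% and 9.24%. The numbers of overlapped domains were not compared with the shifts. A wider domain can overlap more domains by its width alone, so these numbers do not show that domains merged.

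**Figure D3:**
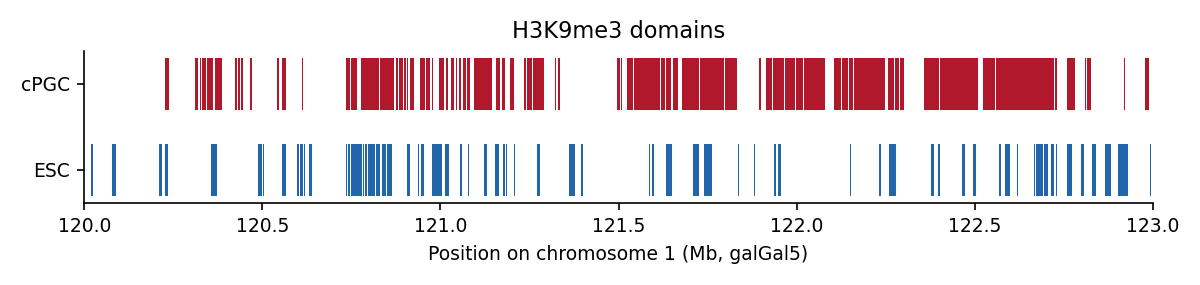
Domains of cPGCs (upper track) and ESCs (lower track) on chromosome 1 (horizontal axis, Mb, galGal5) in the 3 Mb from 120 Mb, each bar being 1 domain drawn to scale. The widest cPGC domain, of 163500 bp, lies over several separate ESC domains.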

**Fig. 7:**
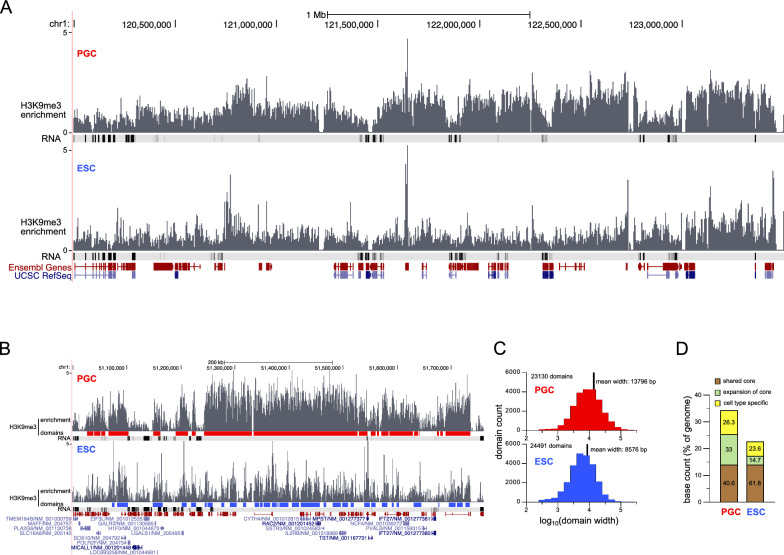
H3K9me3 domain characteristics in chicken PGCs compared with ESCs. **A** Genome browser view (UCSC) of H3K9me3 enrichment profile at a representative region of chicken chromosome 1. Gene positions (from Ensembl and UCSC RefSeq) and expression levels (RNA density track from RNA-seq analysis) are indicated below. **B** H3K9me3 domain mapping at a region exhibiting contrasted enrichment in PGCs and ESCs. **C** Counts and size distributions of domains. **D** Assessment of domain position similarity between PGCs and ESCs. For each cell type, the counts of bases covered by domains (expressed as genome percentages) are categorized into three classes, and the percentage of bases in each class is indicated on the bars. The difference in class distribution between the two cell types is highly significant (p < 2.2 × 10^−16^ based on the chi-squared test)

### Functional role of H3K9me3 domains

We categorized various functional regions based on chicken genome annotation and calculated their mean coverage by H3K9me3 domains. Consistent with the recognized role of H3K9me3 in heterochromatin, the highest coverage values were found in the most transcriptionally inactive regions, specifically intergenic regions and repeated elements (Fig. 8A). 

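Table S3 lists the locus of each gene, from 500 bp upstream of the transcription start to the transcription end, and the coverage was computed anew for the first 1999 genes of that table, which lie on 28 chromosomes. Domains covered 15.8% of the bases of these loci in cPGCs and 16.7% in ESCs. The chromosomes on which the loci lie, weighted by locus length, were covered at 24.0% and 21.6%. Coverage of the loci was thus 0.661 of that of their chromosomes in cPGCs and 0.774 in ESCs. Intergenic regions and repeated elements were not analysed here, since the loci used are part of the annotation only.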

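In the same 1999 loci, the ratio of coverage in cPGCs to coverage in ESCs was 0.945 (95% bootstrap interval 0.831 to 1.07 over blocks of 1 Mb). The chromosomes of these loci gave a ratio of 1.11, against 1.52 for all bases considered. Of the loci, 28 lay on chromosomes 1 to 3 and 1971 on other chromosomes. On chromosomes 1 to 3, a restriction chosen after seeing the data, the ratio was 1.45, with 37.1% of the locus bases covered in cPGCs and 25.5% in ESCs.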

A comparison of results between cPGCs and ESCs revealed higher coverage in cPGCs for most types of regions (1.3 to 1.6-fold higher coverage), suggesting that the expansion of domains in cPGCs, relative to ESCs, was not limited to specific functional genome segments. Notably, promoters did not exhibit greater coverage based on H3K9me3 domains in cPGCs compared with ESCs. This indicates that the global augmentation of H3K9me3 in cPGCs did not correspond to an increased repressive presence at proximal regulatory sequences.

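The strand of the loci was not known here, so the promoter could not be placed at either end. Both ends of each locus were measured instead, in windows of 1 kb, 1 of which is the promoter as the paper defines it. In the 1948 loci longer than both windows together, domains covered 12.7% of the end windows in cPGCs and 15.5% in ESCs, a ratio of 0.823 (95% bootstrap interval 0.721 to 0.921). Between the windows, coverage was 16.1% in cPGCs and 16.9% in ESCs. With windows of 2 kb, in the 1715 loci over 4 kb, the end windows were covered at 13.3% in cPGCs and 15.5% in ESCs.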

**Fig. 8:**
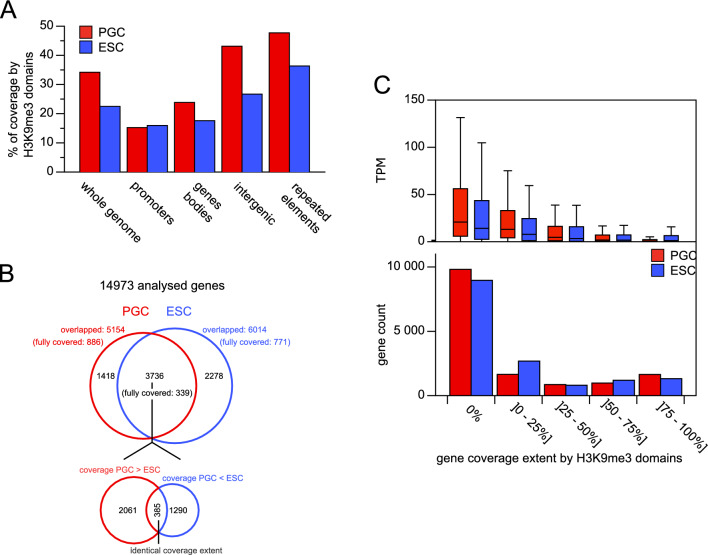
H3K9me3 domain positions relative to genes and transcriptional activity. **A** Coverage of genome functional regions by H3K9me3 domains. **B** Number of genes overlapped at least partially by H3K9me3 domains. **C** Expression levels of genes according to their coverage extent by H3K9me3 domains. For each coverage range class, the expression level (TPM) distribution of the corresponding genes is plotted above. TPM distributions of PGCs and ESCs are highly significantly different for all classes excepted the 50% to 75% class (p < 0.001 based on the Wilcoxon–Mann–Whitney test)

To determine whether the modification was involved in gene repression, we precisely examined how genes were overlapped by H3K9me3 domains and whether this correlated with their expression status. For each gene, we calculated the fraction of the locus covered by H3K9me3 domains and assessed the expression level using TPMs from the RNA-seq analyses on cPGCs and ESCs (Additional file 4: Table S3). 

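Coverage of each locus was recomputed from the deposited domain positions and differed from the coverage listed in Table S3 by at most 0.116 percentage points in cPGCs and 0.104 in ESCs. TPM values are the paper's, from Table S1, where they are means over biological replicates. Of the 1999 loci, 1893 had a TPM value. The median locus length was 11615 bp.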

Among the 14,973 genes considered in the analyses, the number of genes at least partially overlapped by a domain was lower in cPGCs than in ESCs (40% vs. 34%, respectively). However, genes affected by domains in both cell types exhibited higher coverage in cPGCs (Fig. 8B), aligning with the global extension of peaks in cPGCs compared with ESCs. 

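In the 1999 loci analysed here, 578 genes (28.9%) were overlapped by a domain in cPGCs and 755 (37.8%) in ESCs. Of these, 143 were overlapped in cPGCs only and 320 in ESCs only. Requiring that a domain covers at least 10% of the locus gave 25.1% in cPGCs and 29.9% in ESCs. The alternative that moved the shares most among those with all loci was the restriction to domains of at least 5000 bp, with 22.7% and 26.1%. For the 28 loci on chromosomes 1 to 3, a restriction chosen after seeing the data, 18 were overlapped in cPGCs and 17 in ESCs, a difference of 1 gene.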

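Domains overlapped 435 of the 1999 genes in both cell types. Coverage was higher in cPGCs for 231 of them (53.1%), higher in ESCs for 161 and equal for 43. The median coverage of these 435 loci was 57.0% in cPGCs and 48.3% in ESCs. Over all 1999 loci, 100 genes were fully covered in cPGCs and 77 in ESCs. When only differences above 10 percentage points were counted, 38.4% of the 435 genes had higher coverage in cPGCs and 22.1% in ESCs.

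**Figure D4:**
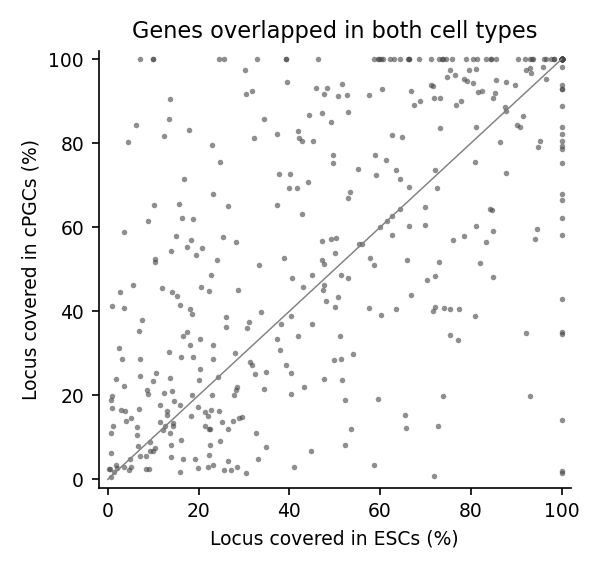
Share of the locus covered in ESCs (horizontal axis, percent) and in cPGCs (vertical axis, percent) for the 435 genes overlapped in both cell types, 1 point per gene. The grey line marks equal coverage, and 231 points lie above it and 161 below.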

For each cell type, we categorized genes into five groups based on the percentage of the locus covered by H3K9me3 domains and compared the TPM distributions in these groups (Fig. 8C). 

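For the 1893 genes with a locus and a TPM value, the median TPM in cPGCs was 25.4 for the 1352 genes without a domain, 13.4 for the 157 genes covered up to 25%, 4.82 for the 95 genes covered from 25 to 50%, 1.88 for the 99 genes covered from 50 to 75% and 0.480 for the 190 genes covered above 75%. In ESCs it was 20.6 for 1171 genes, 12.3 for 301, 4.07 for 141, 2.68 for 125 and 1.22 for 155 genes in the same order of classes. Both medians of the class above 75% lay below the medians of all 10000 random gene lists of the same size matched on locus length, the lowest of which were 9.41 in cPGCs and 5.09 in ESCs. Genes are not replicates of a cell type, so this describes these lists and is no test between conditions.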

First, genes with greater coverage by domains exhibited lower expression levels, consistent with the involvement of H3K9me3 in transcriptional repression. Second, for high-coverage categories, genes with similar coverage tended to be more repressed in cPGCs compared with ESCs, indicating that genes with concentrated H3K9me3 were more efficiently repressed in cPGCs.

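Among genes covered above 75%, 64.2% of those in cPGCs and 45.2% of those in ESCs had a TPM below 1. The ratio of the cPGC median to the ESC median in this class was 0.394, whereas the median TPM over all 1893 genes was 17.4 in cPGCs and 13.0 in ESCs. No gene covered above 75% in cPGCs reached a TPM of 50, and 5 of those in ESCs did. For the 92 genes covered above 75% in both cell types, the median TPM was 0.431 in cPGCs and 0.915 in ESCs, and the TPM was lower in cPGCs for 50 of them and higher for 39.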

Finally, we conducted the functional analysis of genes extensively covered by H3K9me3 domains, selecting genes that were repressed (TPM lower than or equal to the first quartile of the TPM distribution) and covered by H3K9me3 domains at a minimum of 75% of their locus. In both cell types, this gene subset was significantly enriched in genes encoding components of the cell membrane, including transmembrane proteins such as G-protein coupled receptors (Additional file 5: gene lists A and B). 

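The first quartile of TPM among the 1893 genes was 2.90 in cPGCs and 2.16 in ESCs, and 474 genes lay at or below it in each cell type. Of these, 159 in cPGCs and 90 in ESCs were covered at 75% or more. The DAVID annotation was not rerun here. Gene descriptions in Table S3 were searched for 11 words such as receptor, channel, transmembrane and solute carrier. Such a word occurred for 38 of the 159 genes in cPGCs (23.9%) and for 19 of the 90 in ESCs (21.1%), against 13.8% of all 1999 loci. Among all genes at or below the first quartile, which are the genes that were able to enter the lists, it occurred for 23.2% in cPGCs and 22.8% in ESCs. The shares of the covered genes lay at percentiles 54.9 and 47.2 of 10000 random lists drawn from these low-expressed genes with matched locus length. A word search in 1999 loci cannot decide on the paper's enrichment, which came from DAVID on more genes.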

Genes belonging to this functional family were occasionally localized in regions enriched with H3K9me3 domains, as observed for *SSTR3*, *RAC2*, and *IL2RB* (Fig. 7B). 

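In the 1 Mb of chromosome 1 that starts at 51 Mb (galGal5), which holds the region of Fig. 7B, 19 domains covered 53.5% of the bases in cPGCs and 37 domains covered 33.8% in ESCs. The widest cPGC domain of this stretch spanned 191700 bp (51334801 to 51526500), and the widest ESC domain spanned 35100 bp (51422101 to 51457200). In the RefSeq annotation of a later assembly, GRCg7b, *RAC2*, *SSTR3* and *IL2RB* lie close together on chromosome 1, with *SSTR3* the next protein-coding gene after *RAC2*, and *IL2RB* 4 protein-coding genes after *RAC2*, between *KCTD17* and *TMPRSS6*. The positions of these 3 genes on galGal5 were not used here, so no coverage is given for them one by one.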

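Of the 1999 loci, 37 were covered at 75% or more in cPGCs and at 10% or less in ESCs, and 40 the other way round. Among the longest loci of the first kind were *MYOCD* on chromosome 18 (galGal5, 832279 to 865563; 100% covered in cPGCs and 7.21% in ESCs) and *JAM3* on chromosome 24 (2490632 to 2515882; 84.4% and 6.27%). The paper's TPM of *JAM3* is 10.9 in cPGCs and 54.9 in ESCs, and that of *MYOCD* is 0.515 and 0.140. Among the longest loci of the second kind were *MYOM3* on chromosome 23 (5648230 to 5671910; 80.3% covered in ESCs) and *PIWIL1* on chromosome 15 (3348420 to 3365605; 87.3%), each without a domain in cPGCs. A description with one of the membrane-related words occurred for 8 of the 37 genes covered in cPGCs (21.6%). With 90% in place of 75%, 24 genes remained in the first list.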

When selecting genes with a large H3K9me3 overlap (≥ 75%) in PGCs and a low H3K9me3 overlap (≤ 10%) in ESCs, we identified genes encoding the same protein types (Additional file 5: gene list C). Thus, most H3K9me3 is deposited in the same genome regions in cPGCs and ESCs, and the heightened coverage in cPGCs corresponds to the expansion of domains in these regions rather than the coverage of different, germ-specific regions.

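The bases that lay in domains of both cell types made up 13.9% of the bases considered. When the ESC domains were moved along each chromosome by random circular shifts, which keep their widths and spacing, 8.09% of the bases were shared on average. The observed overlap was 1.72 times this mean, and none of the 1000 shifts reached it, the largest giving 80682300 bp against 129699900 bp. Domains without any overlap held 83982600 bp in cPGCs (9936 domains) and 49388100 bp in ESCs (8483 domains). The widest cPGC domain without overlap spanned 87600 bp on chromosome 1 (106335901 to 106423500), and the widest ESC domain without overlap 77700 bp on chromosome 2 (61861201 to 61938900). The paper concludes that the greater coverage in cPGCs comes from domains growing at places that carry the mark in both cell types, and not from other places particular to germ cells. Expansions held 105442800 bp in cPGCs and 30969300 bp in ESCs. Expansions and domains without overlap were thus both larger in cPGCs, so expansions alone do not make up the greater coverage. An overlap of 1 bp made a domain shared, and the expansions were not compared with the shifts.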

## Discussion

In this study, we investigated the global DNA methylation and histone PTMs of chicken germ cells in vivo throughout early embryonic development. We showed that chicken PGCs begin to exhibit a distinct global epigenetic profile distinct from surrounding somatic cells before migrating into the bloodstream, progressively acquiring a specific and enduring epigenetic signature. Moreover, we found that prominent and conserved characteristics of the mammalian PGC signature were absent in chicken PGCs. Contrary to widespread genome-wide demethylation observed in mammals, 5mC levels remained high in embryonic gonadal germ cells. In previous studies, 5mC was detected in chicken gonadal PGCs by immunodetection [55], immunoprecipitation of methylated DNA [61], and genome-wide DNA methylation sequencing [62]. Our analysis of 5mC levels in PGCs relative to surrounding gonadal somatic cells confirms 5mC’s presence in PGCs, specifically at higher levels than those in somatic cells. Notably, the downregulation of genes involved in the loss of 5mC in mice was not observed in chicken PGCs. Furthermore, the low level of H3K9me2 and transient increase of H3K27me3 described for mammals were not observed in gonadal chicken PGCs. These global changes in histone PTMs during mammalian PGC epigenome reprogramming have been hypothesized to be connected to DNA demethylation. Specifically, it was proposed that H3K9me2, associated with the DNA methylation repressive pathway, would be replaced by H3K27me3, linked to the facultative heterochromatin/Polycomb repressive pathway [3]. Given the absence of genome-wide DNA demethylation in chicken PGCs, it is unsurprising that large-scale changes of these histone PTMs do not occur in this context.

Chicken PGCs exhibited certain chromatin characteristics observed in mammalian PGCs. Notably, the level of 5hmC was very low, akin to mammalian PGCs after epigenome reprogramming [9, 54, 63]. In mouse PGCs, after a transient enrichment of 5hmC resulting from 5mC conversion, 5hmC is lost from uniquely mapped genome regions, and transiently visible at chromocenters, being relocalized to repetitive elements. The scarcity of 5hmC in mouse PGCs may be attributed to a lack of 5mC availability for conversion. The observed reduction in *TET* gene expression levels or inhibition of 5mC conversion may be factors preventing the appearance of 5hmC in chicken PGCs despite high levels of 5mC.

Another shared feature with mammalian PGCs is a global chromatin structural organization distinct from that of somatic cells. Although chromocenters did not disappear, as initially suggested but not always confirmed in previous studies on mouse PGCs [4, 8, 10, 57], we observed macroH2A1’s relocation to chromocenters in chicken PGCs, eventually depleting from the nucleus, consistent with findings in mammals [4, 20]. Given that macroH2A is a global genome stabilizer (including repeated elements) and tends to prevent dedifferentiation during somatic cell reprogramming in mice (reviewed in [64]), its relocation to PCH indicates profound changes in the chromatin architecture of chicken PGCs, reflected by apparent low chromatin compactness, which is also observed in mouse PGCs [10].

Notably, chicken PGCs possess a germ-specific epigenetic characteristic absent in mammalian PGCs. They exhibit a high global level of H3K9me3 compared with somatic cell types. The enrichment begins when PGCs migrate into the bloodstream, intensifies upon arrival at genital ridges, and persists during gonadal proliferation. ChIP-seq profiling of H3K9me3 enrichment along the genome in cPGCs revealed that the modification is distributed as large domains located preferentially on transcriptionally inactive regions. Analysis of H3K9me3 distribution in ESCs, the most closely related somatic cell type, indicated the presence of similar domains located on the same types of genes. Previously, large H3K9me3 domains were found to be transiently deployed in murine germ-layer cells to repress genes associated with mature cell function [65], including numerous plasma membrane-related genes, similar to chicken PGCs. Our analysis suggests that the global enrichment of H3K9me3 in chicken PGCs results from increased coverage of inactive regions and not from a germ-restricted type of repression.

In mammals, the epigenetic signature of PGCs shares similarities with PSC chromatin, including low 5mC and 5hmC levels and diminished heterochromatin histone PTMs. This resemblance is likely because, following their specification from epiblast cells, migrating PGCs reacquire and retain some pluripotency characteristics [14]. In contrast, we have demonstrated that chicken migrating PGCs (both in vivo and cultured) and gonadal PGCs differ from chicken PSCs. Importantly, the germ-specific epigenetic profile is not initially present; blastoderm PGCs are indistinguishable from neighboring somatic PSCs in terms of the epigenetic marks that later contribute to their specific profile. Consequently, chicken PGCs shed the PSC-like signature they initially possess to acquire a germ-specific profile distinct from differentiated somatic cells. This change in the epigenetic signature, stable even when migrating PGCs are isolated and cultured, is likely related to germ cell function.

Several roles have been proposed for the epigenomic reprogramming in mouse PGCs [66]. The primary role involves removing parental imprints inherited by the embryo from gametes, by a genome-wide demethylation which would ensure the erasure of locus-specific imprints. As no parental imprinting is observed in chickens [67, 68], the need for DNA demethylation is obviated, explaining the absence of global 5mC loss and associated histone PTM changes. Another role in mammals may be to erase potential epigenetic barriers inherited from somatic epiblast cells, from which PGCs originate. However, chicken germ cells are segregated early in development from cells that did not acquire a somatic fate. Therefore, the erasure of restrictive marks may be dispensable, necessary only in species using the induction specification mode, such as mammalian species. Thus, the characteristics of chicken epigenetics and PGC specification may explain why chicken PGCs do not undergo the DNA methylation-related steps observed in mammalian epigenetic reprogramming.

As many mouse PGC chromatin characteristics are thought to be necessary for, or consequences of, genome demethylation, the existence of some of them (e.g., low chromatin density and 5hmC levels) in chicken PGCs, where they cannot be linked to DNA demethylation, raises questions about their function in germ cells. A study on mouse germ cells showed that chromatin decondensation (euchromatinization) persists beyond the canonical epigenetic reprogramming period, even when DNA methylation has been restored in gonadal stem cells [10]. This suggests that the decompacted state may play a role in itself, beyond merely facilitating DNA demethylation or as a direct consequence of 5mC’s absence. Interestingly, during the DNA demethylation process in mice, the open genome is protected from spurious gene transcription through various mechanisms, including elevated H3K27me3 levels. Subsequently, an expansion of H3K9me3 in broad domains is observed, albeit without major changes in modification abundance, in contrast to chicken PGCs [10, 69]. In chicken PGCs, the protection of the decondensed genome may be maintained continuously through the reinforcement of the H3K9me3-dependent repressive pathway. Indeed, we observed an increase in H3K9me3 levels parallel to the decrease in chromatin density. Additionally, the enrichment profile for H3K9me3 shows that the modification is globally augmented on inactive genomic regions embedded in repressive chromatin. The enrichment may also protect against the excessive activity of mobile elements, which exhibit greater modification in chicken PGCs compared with somatic cells according to the comparison with ESCs. Such a role for H3K9me3 have been suggested in the mouse and human germ line to compensate for the loss of regular repression through DNA methylation [69, 70].

In chicken PGCs, the global H3K9me3 level begins to increase after the relocation of macroH2A1 at PCH. This relocation, coupled with global loss, results in a reduced presence in other genomic compartments. We propose that macroH2A depletion triggers the reorganization of chromatin into a more open configuration in both chicken and mammalian PGCs. Indeed, macroH2A knockout in mouse cells leads to diffuse distribution of H3K9me3 and loss of heterochromatin observed through MET [64, 71], resembling the pattern observed in chicken PGCs. As macroH2A1 controls interactions between chromatin and the nuclear lamina, its depletion and relocation to PCH in PGCs could be responsible for the erasure of lamin-associated domains observed during the euchromatinization process [10], and thus for the heterochromatin layer’s disappearance at the nuclear periphery.

## Conclusions

In summary, the epigenetic signature of chicken PGCs is gradually established during migration and remains stable in the gonads. Unlike in mammals, there is no loss of the marks associated with the DNA methylation/H3K9 methylation/HP1 repressive pathway; instead, these elements are globally intensified, particularly in inactive or repressed genome regions. Despite the presence of these heterochromatin marks, the chromatin in chicken PGC nuclei appears decondensed, akin to mammalian nuclei. Additionally, relocation or depletion of macroH2A and 5hmC occurs, reflecting observations in mammalian PGCs. Given the absence of parental imprinting and DNA demethylation, the large-scale epigenetic events observed in chicken PGCs appear more as chromatin reconfiguration rather than *bona fide* reprogramming. Notably, the acquisition of a decondensed genome for germ cell development is a shared feature between mammals and birds, despite their differences in germ cell DNA methylation regulation and modes of specification. This underscores the functional importance of chromatin decondensation, the role of which in meiosis preparation warrants further investigation.

### Supplementary Information

**Additional file 1: Table S1.** Transcriptome analysis of chicken PGCs and ESC. Differential gene expression analysis of PGCs vs. ESCs was performed using DESeq2. TPM values were obtained using Salmon and processed as described in “Methods” section.

**Additional file 2**: **Table S2.** Expression of chicken pluripotency-associated, germinal, *HOX* and epigenetic modifier genes highlighted in the study. Log_2_ fold-changes (differential gene expression analysis of PGCs versus ESCs) and TPMs (transcript per million) are extracted form the transcriptome analysis results (Table S1).

**Additional file 3: Figure S1.** Histone K4 methylation and histone acetylation in the gonads of chicken embryos. **A** Immunodetection of H3K4me3 (gray) and germ cell marker (red) in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 39, 38, 26, and 52 germ cells and 101, 75, 75, and 70 somatic cells, respectively; for males, 32, 35, 33, and 55 germ cells and 125, 200, 75, and 149 somatic cells, respectively. **B** Immunodetection of H3K4me1 (gray) and germ cell marker (red) in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 43, 33, 38, and 42 germ cells and 151, 151, 75, and 53 somatic cells, respectively; for males, 38, 37, 35, and 29 germ cells and 166, 127, 102, and 76 somatic cells, respectively. **C** Immunodetection of H3K27ac (gray) and germ cell marker (red) in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 39, 31, 26, and 72 germ cells and 190, 372, 203, and 111 somatic cells, respectively; for males, 34, 37, 39, and 35 germ cells and 192, 152, 100, and 100 somatic cells, respectively. **D** Immunodetection of H3K9ac (gray) and germ cell marker (red) in tissue sections. DNA staining (cyan). Scale bar: 10 µm. Quantification of the fluorescence intensity in germ and somatic cell nuclei is shown below. Number of analyzed nuclei in 6‑, 8‑, 10‑, and 14‑day-old embryos: for females, 40, 52, 54, and 42 germ cells and 125, 225, 125, and 50 somatic cells, respectively; for males, 43, 32, 38, and 41 germ cells and 125, 125, 75, and 99 somatic cells, respectively.

**Additional file 4: Table S3.** Gene coverage by H3K9me3 domains. The extent of coverage was calculated for each gene locus including the promoter (i.e., − 500 bp from TSS to TTS) and expressed as a percentage of locus length.

**Additional file 5.** Functional annotation of genes preferentially overlapped by H3K9me3 domains. Analysis results from DAVID on subsets of genes are shown as clustering reports to group similar annotations. **Gene list A**. Genes with high overlap (≥ 75%) and weak expression (TPM < first quartile of TPM distribution) in PGCs. **Gene list B**. Genes with high overlap (≥ 75%) and weak expression (TPM < first quartile of TPM distribution) in ESCs. **Gene list C**. Genes with high overlap (≥ 75%) in PGC and low overlap (< 10%) in ESCs.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files. The datasets supporting the conclusions of this article are available from the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) through GEO Series accession number GSE248768.

## Abbreviations

5mC: 5‑methylcytosine
5hmC: 5‑hydroxymethylcytosine
BC: Blastodermal cell
CEF: Chicken embryonic fibroblast
ESC: Embryonic stem cell
H3K9me3: Histone H3 lysine 9 trimethylation
H3K9me2: Histone H3 lysine 9 dimethylation
H3K27me3: Histone H3 lysine 27 trimethylation
PCH: Pericentric heterochromatin
PGC: Primordial germ cell

How the deposited data were processed for this re-analysis (not part of the article)

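H3K9me3 domains of cultured chicken primordial germ cells (cPGCs) and chicken embryonic stem cells (ESCs) were analysed from 1 immunoprecipitated and 1 input library per cell type. The authors aligned paired reads of these libraries to galGal5 with Bowtie 2, kept proper pairs that mapped to a unique location, called broad peaks with MACS2 and islands with SICER in windows of 300 bp, and retained the islands with a very low false-discovery rate and those overlapped by a broad peak, on the main scaffolds of autosomes. The deposited values are the start and end positions of the retained domains, with no count, score or signal. Starts count from 0 and ends are the last base of the domain counted from 0, so 1 was added to each start and end for printing, and a width is the end minus the start plus 1. No read depth, enrichment or quality value accompanies the positions, so no interval from counting reads and no floor of detection is given.

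Widths, gaps, covered bases and overlaps were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. A domain was shared when at least 1 bp overlapped a domain of the other cell type. Shares of the genome refer to the bases up to the last domain of either cell type on each of 30 chromosomes, because the sequence of galGal5 was not used here. The overlap of the lists was set against 1000 circular shifts of the ESC domains along each chromosome. Bootstrap intervals of 95% were drawn over blocks of 1 Mb (200 draws) and describe variation along the genome, not between cultures.

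Gene loci, gene names and descriptions come from the paper's Table S3 and TPM values from its Table S1. The first 1999 genes of each table were used, in the order of their Ensembl identifiers, and the remaining genes were not analysed here. Coverage of each locus was recomputed from the domain positions. Lists of genes were described by the percentile of their median among 10000 random lists of the same size, matched on deciles of locus length or of mean TPM. Log2 ratios of TPM used a pseudocount of 0.1. Promoters, intergenic regions and repeated elements were not analysed as such, since the strand of the loci and the full annotation were not used. The RefSeq gene table of GRCg7b, a later assembly, served only for the order of neighbouring genes. The routines were tested on simulated domain lists and gene values, and 9 of 9 checks returned the simulated answer; independent simulated lists shared 1.01 times the bases of their shifts.

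The genes named in the text follow a rule set before the data were examined, apart from *NME2* and the neighbours that place *IL2RB*. The rule takes *SSTR3*, *RAC2* and *IL2RB*, and genes of Table S2 with a locus in the annotation used (4 of 58). It takes the 3 longest loci covered at 75% or more in one cell type and at 10% or less in the other, in both directions. The widest and widest specific domain of each cell type were taken as well. Some genes that this rule selects are not reported here. The comparisons between cell types carry no p-value, since there is 1 library of each kind. The alternatives joined domains 3000 bp or less apart, kept domains of at least 3000 or 5000 bp, split the chromosomes into 1 to 8 and the others, changed the overlap that counts as shared, and changed the thresholds for genes. A count under an alternative was taken as unchanged within 1.5 times the reported count, a share within its 95% Wilson interval, over windows of 300 bp for bases and over genes for genes, and a ratio, width or median within its 95% bootstrap interval. Windows along the genome are not independent, so the intervals of base shares are narrow.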

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

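The tests in this part were chosen after the coverage and TPM values of these genes had been seen, except the test with 1 gene per ESC domain. The paper describes genes covered in cPGCs and not in ESCs, and does not report on the reverse. In the loci analysed here, 40 genes were covered at 75% or more in ESCs and at 10% or less in cPGCs. The paper does not report H3K9me3 coverage of this set in its text, and names *PIWIL1* of it for its expression. Of the 37 with a TPM value, 27 had a higher TPM in cPGCs. Their median log2 ratio of TPM, cPGCs to ESCs, was 1.92 with a pseudocount of 0.1, against 0.42 in the median of 10000 random lists matched on mean TPM, and the percentile among these lists was 100. *PIWIL1* was covered at 87.3% in ESCs and had no domain in cPGCs, with the paper's TPM at 179 in cPGCs and 11.5 in ESCs.

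Short loci were tested as a technical explanation with random lists matched on locus length, and the percentile was again 100. Several genes under the same ESC domain were tested by keeping 1 gene per ESC domain, which left 34 genes with a median log2 ratio of 1.99 and a percentile of 100. With a pseudocount of 1 the percentile was 99.8, with domains joined at 3000 bp or less 99.99, and with only domains of at least 5000 bp 99.98. GC content was not tested, since no sequence was used here. As a hypothesis, a domain over a gene in ESCs may go with lower transcription there than in cPGCs. *NME2*, named after its values were seen, was highly expressed in ESCs although fully covered there, with the paper's TPM at 1086 in ESCs.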

How the results depend on the processing

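Of 88 values that the alternatives gave for the 16 main comparisons, 35 kept within the interval or the side of the threshold of the reported value, 48 moved and 5 reversed. Each share was counted per cell type, so a change of order between the cell types counts as moved. Specific domains held the larger share in ESCs with domains joined at 3000 bp or less and on chromosomes other than 1 to 8. The share of genes overlapped was larger in cPGCs for loci on chromosomes 1 to 3. The cause was not tested for any value that moved or reversed. No paired analysis was possible because each cell type has 1 library of each kind.

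The ratio of domain numbers, cPGCs to ESCs, reversed from 0.944 to 1.04 with domains of at least 3000 bp, to 1.16 with domains of at least 5000 bp and to 1.01 on chromosomes 1 to 8. The ratio of gene locus coverage reversed from 0.945 to 1.01 with domains of at least 5000 bp and, for loci on chromosomes 1 to 3, a restriction chosen after seeing the data, to 1.45.

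With domains joined at 3000 bp or less, coverage was 36.1% in cPGCs and 23.8% in ESCs, the ratio of numbers 0.793, the ratio of mean widths 1.91, and the share in specific domains 17.0% in cPGCs and 20.3% in ESCs. With domains of at least 3000 bp, coverage was 33.7% and 21.6%, the ratio of widths 1.496, specific domains held 29.6% and 24.2%, and genes overlapped were 26.9% and 32.6%. With domains of at least 5000 bp, coverage was 32.2% and 19.5% with a ratio of 1.65, the ratio of widths 1.43, specific domains held 34.7% and 25.4%, and genes overlapped were 22.7% and 26.1%.

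On chromosomes 1 to 8, coverage was 37.7% and 22.9% with a ratio of 1.64, and specific domains held 27.8% and 22.0%. On the other chromosomes, coverage was 23.2% and 21.3% with a ratio of 1.09, the ratio of numbers 0.688, and specific domains held 18.4% and 28.7%. Without chromosomes 1 to 3, a restriction chosen after seeing the data, coverage was 22.9% and 20.4% with a ratio of 1.12, the ratio of numbers 0.780 and the ratio of widths 1.44. With sharing from 10% of a domain, specific domains held 29.9% and 24.7%, and from 50%, 58.9% and 34.3%. The 50% rule counts a wide domain around a much narrower one as specific.

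With overlap of at least 10% of the locus, 25.1% of genes in cPGCs and 29.9% in ESCs were overlapped. For the 28 loci on chromosomes 1 to 3 these shares were 64.3% (18 genes) and 60.7% (17 genes), and 68.8% of the genes overlapped in both (11 of 16) had higher coverage in cPGCs. Over all loci, 38.4% of the genes overlapped in both had coverage higher in cPGCs by more than 10 percentage points, against 53.1% with any difference. With 90% in place of 75%, 24 genes were covered in cPGCs and at most 10% in ESCs. The overlap with circular shifts and the percentiles of the median TPM of genes covered above 75% stayed on the same side under each alternative run for them, with 1.69 to 2.20 times the shared bases of the shifts, the highest without chromosomes 1 to 3, and percentile 0 for the medians.

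Of 152 values for 33 other results, 80 kept within their interval or side, and 72 moved, 32 up and 40 down. The share of the genome with chromosome lengths of galGal5, and gene bodies without the 500 bp upstream of the start, were not run, since neither the lengths nor the strand of the loci were used here; removing 500 bp at both ends was run in place of the latter and was chosen after seeing the data. The depth of the libraries is not known from the positions, so how far it limits the widths and numbers of domains cannot be stated.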

Differences from the paper's values

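Coverage of gene loci in cPGCs was 15.8% over the 1999 loci analysed here, and the paper's value for gene bodies is about 24% in Fig. 8A, read by eye. Of the alternatives set before the data were examined, joining domains 3000 bp or less apart gave 16.4%, which is within 1.5 times the paper's value, and keeping domains of at least 3000 bp or 5000 bp gave 15.5% and 14.4%, which are not. For the 28 loci on chromosomes 1 to 3, a restriction chosen after seeing the values, coverage was 37.1%. Locus by locus, coverage differed from that listed by the paper by at most 0.116 percentage points in cPGCs and 0.104 in ESCs. Recomputing coverage therefore does not account for the distance to Fig. 8A. The figure pools more genes, and only 28 of the 1999 loci used here lie on chromosomes 1 to 3.

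The paper states that coverage of most kinds of region, gene bodies among them in Fig. 8A, was higher in cPGCs than in ESCs. In the loci analysed here, coverage was 15.8% in cPGCs and 16.7% in ESCs, a ratio of 0.945. The ratio was above 1 with domains of at least 5000 bp (1.01). It was also above 1 for loci on chromosomes 1 to 3 (1.45), a restriction chosen after seeing the values. These 1999 loci are only part of the paper's genes, so the ratio does not decide on its statement. The paper states that fewer genes were overlapped in cPGCs but lists the larger share first; here the share was 28.9% in cPGCs and 37.8% in ESCs. The paper states that repressed, covered genes were enriched in membrane components. With words in the gene descriptions, the share of such genes was 23.9% in cPGCs and 21.1% in ESCs, against 13.8% of all loci. It lay at percentiles 54.9 and 47.2 among random lists of genes at or below the first quartile of TPM. These lists were matched on locus length and not on TPM. The word search covered 1999 loci only, so it cannot decide on the paper's enrichment.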

Other observations

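In this part, the tests on the chromosomes by count, by window and by length, on genes covered in cPGCs only, and on genes of the same mean TPM were chosen after the result was seen; the others were set before their result was seen.

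The net excess of cPGC over ESC domain bases lay mostly on chromosomes 1 to 3, which the paper does not report. They carried 89.3% of it and hold 49.0% of the length. Gains and losses cancel in this net value, so it is not the share of cPGC bases outside ESC domains. A more sensitive call of domains in cPGCs on every chromosome was weighed by counting chromosomes, and on 9 of 29 the ESC domains covered as many bases or more. Narrow domains near the calling threshold were weighed by keeping domains of at least 5000 bp. This left 86.1% of the net excess on chromosomes 1 to 3. Gaps between neighbouring domains were weighed by joining domains 3000 bp or less apart, which gave 90.2%. A difference between whole chromosomes, such as copy number in culture, was weighed with windows of 5 Mb on chromosomes 1 to 8: a fraction of 0.496 of the variance of the log2 ratio lay between chromosomes. This share restates the pattern, which is itself a difference between chromosomes, so it does not decide for or against copy number. GC content was not tested, since no sequence was used here. Domains were called against the input library of the same cell type, and how far this offsets a difference in copy number was not tested. The pattern cannot be told apart from such a difference here, since the domain positions do not show copy number.

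Chromosome length was tested as a hypothesis, and the test leaves it open. Over 29 chromosomes, Pearson's r of the log2 ratio with the log10 length was 0.457 (two-sided permutation p = 0.0128, adjusted p = 0.0768 over 6 values by Benjamini-Hochberg) and Spearman's rho was 0.233 (permutation p = 0.223, adjusted p = 0.446). Without the 2 chromosomes farthest from the median log10 length, chromosomes 1 and 16, r was 0.246 (permutation p = 0.213, adjusted p = 0.446) and rho was 0.0501 (permutation p = 0.802, adjusted p = 0.802). Without chromosomes 1 to 3, rho was -0.0639 (permutation p = 0.756, adjusted p = 0.802), but the chromosomes left out in both cases carry much of the pattern itself, so these values do not count against length. The ratio of coverage was 1.33 on chromosome 4, 1.21 on chromosome 5, 1.08 on chromosome 6 and 0.865 on chromosome 7, while the shorter chromosomes 20, 23 and 26 had ratios of 1.45, 1.44 and 1.46. Chromosomes are not replicates of a cell type.

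Genes covered above 75% had a lower median TPM in cPGCs than in ESCs. Different genes in the class of each cell type were weighed with the 92 genes covered above 75% in both: the ratio of the medians was 0.472, against 0.394 for the whole classes. A shift that other genes of the same mean TPM share was weighed with matched random lists: the median log2 ratio of the 92 genes was -0.37, that of the lists was 0.55, and the percentile was 0 of 10000 lists. Single genes were mixed, with 50 lower and 39 higher in cPGCs. A candidate explanation is that domains go with stronger repression in cPGCs, but the RNA libraries were not examined here, so a technical difference between them was not tested.

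Genes covered at 75% or more in cPGCs and at 10% or less in ESCs were tested in the same way. For the 32 with a TPM value, the median log2 ratio was -0.11, against 0.56 in the matched lists, at percentile 0.97, and 14 of them had a higher TPM in cPGCs. The percentile was 0.38 with a pseudocount of 1, 0.58 with domains joined at 3000 bp or less, 1.57 with domains of at least 3000 bp and 0.68 with domains of at least 5000 bp. This may be the counterpart of the genes covered in ESCs only, as a hypothesis found and tested on the same data.

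The loci analysed here were not covered more in cPGCs than in ESCs, with a ratio of 0.945. The chromosomes on which they lie were weighed as the reason: with the coverage of each chromosome in place of that of the locus, the ratio was 1.11, below the 1.52 of all bases. The choice of loci may therefore account for part of the distance to the ratio of all bases.

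Of the genes of Table S2, *HOXB4* and *HOXB9* on chromosome 27 had no domain in either cell type. The paper's TPM of both is listed at 0 in cPGCs, and in ESCs at 61.8 for *HOXB4* and 1.88 for *HOXB9*. *KLF2* on chromosome 28 (4398876 to 4401704) was covered at 64.5% in cPGCs and had no domain in ESCs, with the paper's TPM at 1.87 and 1.37. Both values lie below the first quartiles of the genes analysed here, 2.90 in cPGCs and 2.16 in ESCs. The paper's text nevertheless counts *KLF2* among pluripotency genes with robust expression in cPGCs and ESCs.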
